# Dynamic chromatin accessibility deploys heterotypic *cis*/*trans*-acting factors driving stomatal cell-fate commitment

**DOI:** 10.1038/s41477-022-01304-w

**Published:** 2022-12-15

**Authors:** Eun-Deok Kim, Michael W. Dorrity, Bridget A. Fitzgerald, Hyemin Seo, Krishna Mohan Sepuru, Christine Queitsch, Nobutaka Mitsuda, Soon-Ki Han, Keiko U. Torii

**Keywords:** Cell fate, Plant genetics

## Abstract

Chromatin architecture and transcription factor (TF) binding underpin cell-fate specification during development, but their mutual regulatory relationships remain unclear. Here we report an atlas of dynamic chromatin landscapes during stomatal cell-lineage progression, in which sequential cell-state transitions are governed by lineage-specific bHLH TFs. Major reprogramming of chromatin accessibility occurs at the proliferation-to-differentiation transition. We discover novel co-*cis* regulatory elements (CREs) signifying the early precursor stage, BBR/BPC (GAGA) and bHLH (E-box) motifs, where master-regulatory bHLH TFs, SPEECHLESS and MUTE, consecutively bind to initiate and terminate the proliferative state, respectively. BPC TFs complex with MUTE to repress *SPEECHLESS* expression through a local deposition of repressive histone marks. We elucidate the mechanism by which cell-state-specific heterotypic TF complexes facilitate cell-fate commitment by recruiting chromatin modifiers via key co-CREs.

## Abstract (web summary)

Chromatin accessibility dynamics profiling throughout the development of the stomatal lineage uncovers a crucial role for heterotypic *cis*- and *trans*-acting factors. These drive cell-fate commitment during specialized cell-type differentiation.

## Main

Differentiation of specialized cell types in multicellular organisms requires cell-state-specific, dynamic gene expression programmes governed by *cis*-acting regulatory DNA elements (CREs) and *trans*-acting factors (for example, transcription factors (TFs))^1,2^. Genome-wide identification of accessible chromatin through technologies such as the assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq)^3,4^ have unravelled combinations of CREs that may signify specific developmental states^5–8^. In contrast to mammalian models, previous studies in plants have failed to demonstrate a strong correlation between chromatin openness and gene expression, leaving gaps in our understanding of the role of chromatin accessibility during cell-type differentiation^9,10^. Although studies have reported differentially accessible CREs in plants and animals^10–19^, how these motifs and TFs mutually influence gene expression to drive cell-fate decisions remains an important question.

Development of stomata—microscopic valves on the plant aerial epidermis for efficient gas-exchange and water control—has become an accessible model to understand de novo initiation and differentiation of lineage-specific cell types in plants^20,21^. A family of bHLH TFs: SPEECHLESS (SPCH), MUTE and FAMA, sequentially drive the initiation/proliferation, commitment and terminal differentiation of stomatal-lineage cells, respectively, by forming heterodimers with a partner bHLH, SCREAM (SCRM)^22–25^. Previous studies have provided repertoires of their direct target genes as well as transcriptomes in specific stomatal-lineage cell states^26–31^. However, it remains unknown how epigenomic state and stomatal TFs mutually interact to achieve cell-fate commitment during stomatal cell-lineage transitions.

By profiling dynamic chromatin accessibility and analysing genome-wide binding of stomatal-lineage regulators, we decipher the inventories of combinatorial *cis*/*trans* regulatory code of stomatal cell-lineage progression. Our multi-omics analysis identified the BBR/BPC (GAGA repeat) and bHLH (E-box) motifs as Co-CREs within the early stomatal lineage. Genetic, biochemical and biophysical analyses further unravelled the preferential association of BPC1/2 TFs with MUTE over SPCH, and that heterotypic BPC1/2-MUTE bHLH complex facilitates a local deposition of repressive chromatin marks. We propose the mechanism by which a cell-state-specific heterotypic TF complex achieves cell-fate commitment by taking over the shared accessible chromatin sites from a predecessor sister TF that maintains a proliferative state.

## Results

### Chromatin accessibility dynamics during stomatal development

To investigate the global chromatin landscape and its dynamics during stomatal-lineage transitions, we employed the stomatal cell-state-specific INTACT (Isolation of Nuclei TAgged in specific Cell Types) using our modified vector followed by ATAC-seq^3,4^ (Methods, Fig. 1 and Supplementary Table 1). 

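INTACT marks the nuclear envelope of a chosen cell type with a biotinylated tag, so that its nuclei can be pulled out of whole seedlings with streptavidin. ATAC-seq then inserts sequencing adapters wherever the transposase can reach the DNA, and each insertion is counted as a transposition event, or cutcount. The 16 libraries from 3-day-old seedlings comprised 3 each for Proto, MMC, GMC and GC and 4 for M. Every state is named after the line it came from, with the nuclear tag under the AtML1 promoter for Proto, SPCH for MMC, MUTE for M, FAMA for GMC and GC1 for GC.

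The authors mapped the reads to the TAIR10 genome, called peaks with MACS2, merged them with published open regions and counted the cutcounts on each THS in each library. The deposited values are these cutcounts after division by a single DESeq2 size factor per library, as all values of a library were whole multiples of the same step. They are called scaled cutcounts here. Multiplying by the size factors gave between 3412226 cutcounts in the lowest and 13596509 in the highest library, both of M. Median totals were 8340347 for Proto, 6859857 for MMC, 7841294 for M, 5983466 for GMC and 7222477 for GC. The median scaled cutcount of a library lay between 49.8 and 57.2.

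The share of reads in peaks (FRiP), which Supplementary Table 1 lists, was 0.340 ± 0.0301 (SD, n = 3) in Proto, 0.425 ± 0.120 (SD, n = 3) in MMC and 0.384 ± 0.120 (SD, n = 4) in M. It was 0.275 ± 0.0119 (SD, n = 3) in GMC and 0.301 ± 0.0132 (SD, n = 3) in GC. Across the 16 libraries FRiP ranged from 0.262 to 0.563, so the signal in peaks differed between the states that the comparisons set against each other. For 4 libraries, M replicates 1 to 3 and GMC replicate 2, the reads and FRiP of that table did not give the cutcounts of the deposited library with the same number.

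Scaled cutcounts were raised by a pseudocount of 1, put on the log2 scale and compared with limma, using the means of the 5 states in a single fit of all libraries. The p-values were adjusted over all THSs by the Benjamini-Hochberg method. Fold changes are therefore differences of log2(scaled cutcount + 1), which understates the change of THSs with few cutcounts.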

Nuclei were captured from transient and terminal cells within the stomatal lineage: protoderm (Proto) (*AtML1*), meristemoid mother cells (MMCs) and early meristemoids (Ms) (*SPCH*), late Ms transitioning into guard mother cells (GMCs) (*MUTE*), GMCs transitioning into guard cells (GCs) (*FAMA*) and terminally differentiated mature GCs (*GC1*). Their correct stomatal-lineage-specific expression was confirmed by visualizing the INTACT marker red fluorescent protein (RFP) (Fig. 1 and Extended Data Fig. 1).

**Fig. 1:**
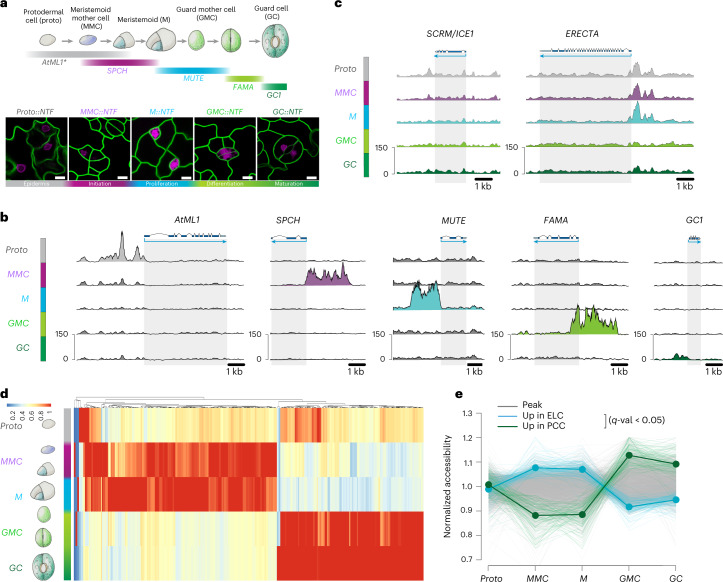
Dynamics of accessible chromatin landscape during stomatal cell-state progression. **a**, Schematic of stomatal development (top) with representative confocal images (bottom) of stomatal lineage cell-type-specific markers of each INTACT line (RFP) in LTi6b (GFP plasma membrane marker) background. These INTACT lines are used for monitoring the genome-wide chromatin accessibility by ATAC-seq. Each colour bar represents the duration of expression of each gene: *AtML1* (grey), *SPCH* (purple), *MUTE* (cyan), *FAMA* (light green), *GC* (green). *Note that *AtML1* is expressed predominantly in the protodermal cells, and its modest expression persists in the stomatal-lineage cells. Scale bar, 10 μm. The experiment was repeated independently three times with similar results. **b**, Genome browser view of differential chromatin accessibility sites showing the specificity of INTACT nuclei preparations. **c**, Genome browser view of static (*SCRM/ICE1*) and dynamic (*ERECTA*) chromatin accessibility sites of the endogenous locus encoding known regulators of stomatal development. **d**, Heat map showing differentially accessible sites during cell-state transition in stomatal development. For each THS, accessibility values are shown relative to the maximum value across stomatal developmental stage.**e**, A line plot trajectory of normalized chromatin accessibility shows two distinct clusters during stomatal development. ELC, early lineage specific cluster (cyan); PCC, post commitment cluster (green).

From five cell-state-specific INTACT ATAC-seq libraries with 3-4 biological replicates for each, we identified 65,352 transposase hypersensitive sites (THSs), which are sites of open chromatin in stomatal-lineage trajectory cells. These THSs exhibit high reproducibility (average Pearson correlation *r* = 0.96 between biological replicates within each INTACT cell state) and an enrichment of transposition events at the transcription start sites (TSS) (Extended Data Figs. 1 and 2). They are commonly located in intergenic regions (30.7%) and ~400 bp upstream of TSS (21%) (Extended Data Fig. 1b). Such distribution of THSs is consistent with observations in *Drosophila*^32^ and in whole plant seedlings^10,11^, in which developmental enhancers exhibiting strong cell-type specificity reside near intergenic regions.

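The deposited table held 65351 THSs, with 17801 on chromosome 1, 10349 on chromosome 2, 12345 on chromosome 3, 9641 on chromosome 4 and 15215 on chromosome 5. Of these, 0 ended past the end of a chromosome of TAIR10. THSs were 150 to 3802 bp long, with a median of 230 bp. All 65351 had a cutcount in some library, and 52023 had at least 10 cutcounts in every library. The cutcounts were spread unevenly. THS_32766, on chromosome 3 from 7103596 to 7104712, was singled out after its values were seen, because it held the most cutcounts. Its share ran from 0.610% to 7.20% of a library's cutcounts, and that of the 10 THSs with the most cutcounts ran from 1.89% to 16.0%.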

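Over all THSs, the Pearson correlation of scaled cutcounts between replicates averaged 0.965 over the means of the 5 states. Between pairs of replicates it had an SD of 0.0527 (18 pairs). The mean was 0.992 in Proto, 0.999 in GMC and 0.998 in GC. MMC averaged 0.903, with pairs from 0.857 to 0.988, and M averaged 0.934, with pairs from 0.882 to 0.996. These correlations are across THSs, which are not independent replicates. Libraries of different states correlated almost as strongly, with a mean of 0.957 over 102 pairs. The 10 THSs with the largest values raised the correlation most, and without them it was 0.902, an alternative chosen after seeing the data. On the log2 scale, the mean was 0.918 within states and 0.894 between states.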

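Each THS was placed by its midpoint on the TAIR10 annotation, with the 400 bp upstream of a gene start counted first and gene bodies next. By this rule 33.9% of THSs were intergenic (22163 THSs, Wilson 95% confidence interval 33.6% to 34.3%). The 400 bp upstream of a gene start held 25.5% (16648 THSs, 25.1% to 25.8%), and the remaining 26540 THSs, 40.6%, lay in genes. These intervals cover counting error only. The rule moved the upstream share most when any overlap of at least 1 bp counted in place of the midpoint, to 38.4%. With gene bodies counted first it was 21.0%.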

Although most THSs are static, we identified 455 dynamic THSs that are differentially accessible within the stomatal lineages (*P* < 0.0005) (Methods, Extended Data Fig. 1 and Supplementary Tables 2 and3). 

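In a test of the 5 state means (limma with a trend and robust variances, all 16 libraries), 424 of the 65351 THSs had an unadjusted p under 0.0005, where 32.7 would be expected by chance. The adjusted p of these THSs reached 0.0758. Of the 424, 246 are among the dynamic THSs of Supplementary Table 3, 174 were higher in MMC and M, and 250 were higher in GMC and GC. At an adjusted p under 0.05 (Benjamini-Hochberg), 18 THSs differed. All 18 are in the paper's list, and 10 of them lie in the promoters of the genes used for INTACT. With the p-values adjusted over the list alone, 455 of the 455 dynamic THSs differed, but the list was chosen on these libraries and is not independent evidence. The paper's own adjusted p-values in Supplementary Table 3 reach 0.0714, and 257 of them are under 0.05.

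The count of 18 depended on single libraries. Leaving out M replicate 1 raised it most, to 17272, and the other fits that each left out 1 library gave as few as 12. Replicate number as an added factor gave 3057 THSs. Among 100 splits of the libraries into groups of the same sizes, the real one included, 5 gave at least as many THSs as the real states.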

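The THS with the most cutcounts was taken in the 3000 bp upstream of each gene whose promoter drives the nuclear tag. For AtML1 (AT4G21750) this was THS_45044, between genes on chromosome 4 from 11553127 to 11554001. It had 1422 ± 120 scaled cutcounts (SD, n = 3) in Proto, 506 ± 63.5 (SD, n = 3) in MMC and 556 ± 236 (SD, n = 4) in M. In GMC it had 282 ± 17.8 (SD, n = 3) and in GC 371 ± 8.79 (SD, n = 3). The log2 fold change of Proto against the mean of the other 4 states was 1.80 (standard error 0.23, adjusted p = 5.3e-04, limma with Benjamini-Hochberg adjustment).

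For SPCH (AT5G53210), THS_61260 on chromosome 5 from 21588947 to 21590658 had 4644 ± 842 scaled cutcounts (SD, n = 3) in MMC. State means elsewhere lay between 262 in Proto and 460 in M. The log2 fold change of MMC against the other states was 3.85 (standard error 0.21, adjusted p = 5.2e-13 from the same test). For MUTE (AT3G06120), THS_29396 on chromosome 3 from 1844605 to 1846496 had 2168 ± 633 (SD, n = 4) in M and means from 195 in MMC to 366 in GMC elsewhere. The log2 fold change of M was 2.95 (standard error 0.20, adjusted p = 6.2e-10).

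For FAMA (AT3G24140), THS_33854 on chromosome 3 from 8717797 to 8720014, whose midpoint the annotation places in an exon of the long non-coding RNA gene AT3G04625, had 3645 ± 162 (SD, n = 3) in GMC. Elsewhere its means lay between 286 in MMC and 445 in M, and the log2 fold change of GMC was 3.37 (standard error 0.24, adjusted p = 8.6e-10). For GC1 (AT1G22690), THS_05423 on chromosome 1 from 8026320 to 8026672 had 346 ± 10.7 (SD, n = 3) in GC and means from 84.0 in GMC to 148 in M elsewhere. The log2 fold change of GC was 1.61 (standard error 0.19, adjusted p = 1.0e-04).

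In all, 10 of the 15 THSs in the 5 promoters were higher in the line of their own gene at an adjusted p under 0.05, and for each of these 10 every library of that line lay above every other library. All 10 also passed with FRiP as a covariate. Each line carries an extra copy of its promoter upstream of the nuclear tag, and reads from that copy map to the same place. The 3 THSs in the body of AtML1, the only driver gene with THSs there outside its upstream region, had log2 fold changes from -0.22 to 0.17. Scaling by the reads of each library, which rests on the reads of Supplementary Table 1, left the AtML1 THS at 1.67 (adjusted p = 1.00; range over its 29 alternatives 8.2e-14 to 1.00, 28 of them under 0.05) and the GC1 THS at 1.19 (adjusted p = 0.985; range 1.8e-10 to 0.985, 28 of 29 under 0.05). Loess normalization left the MUTE THS at 2.66 (adjusted p = 0.0778; range 1.6e-22 to 0.0913, 27 of 29 under 0.05), and moved those of SPCH to 3.42 and FAMA to 3.98, both still under 0.05.

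**Figure D1:**
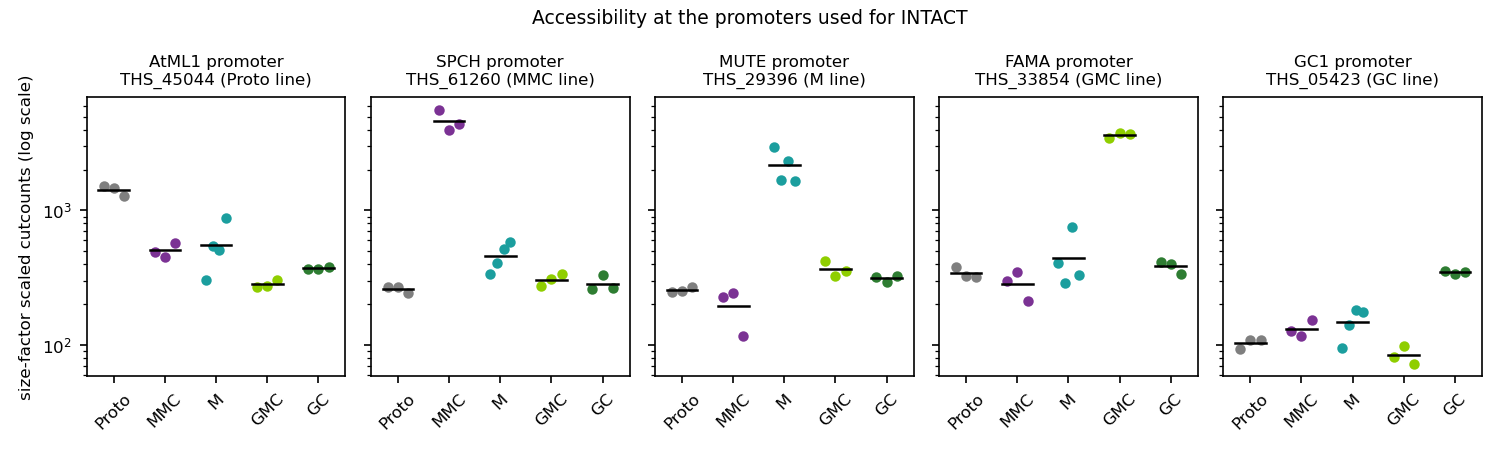
Scaled cutcounts per library, on a log axis, of the THS with the most cutcounts upstream of AtML1, SPCH, MUTE, FAMA and GC1, by cell state; each point is a library and each black line a state mean. The highest state means are 1422 for AtML1 in Proto, 4644 for SPCH in MMC, 2168 for MUTE in M, 3645 for FAMA in GMC and 346 for GC1 in GC.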

Notably, strong yet highly dynamic peaks are found in the promoter region of stomatal-cell-state-specific genes utilized for INTACT (Fig. 1b). Importantly, we detected open chromatin peaks in the endogenous loci regulating stomatal development. For example, within the *SCRM* locus, which is known to be expressed throughout stomatal cell lineages^25^, static THSs are detected throughout all stages (Fig. 1c). In contrast, it is known that the receptor kinase gene *ERECTA* is highly and uniformly expressed in the protoderm, and while its expression persists in MMCs and Ms, it declines in GMCs and GCs^33,34^. 

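Of the 4 THSs upstream of SCRM (AT3G26744), THS_34596 on chromosome 3 from 9835109 to 9835451 had the most cutcounts, and it spans the start of the gene. It had 168 ± 22.0 scaled cutcounts (SD, n = 3) in Proto, 146 ± 18.9 (SD, n = 3) in MMC, 241 ± 96.5 (SD, n = 4) in M, 136 ± 20.1 (SD, n = 3) in GMC and 142 ± 2.33 (SD, n = 3) in GC. The test of the 5 state means gave an adjusted p of 0.178 (limma, Benjamini-Hochberg), so no difference between states was detectable at this replication. Without M replicate 1 the adjusted p was 0.0076, and over the 18 alternatives it ranged from there to 0.471. Its state means spanned a range of 0.73 on the log2 scale, against a within-state SD of 0.34. That range lies at the 62.2nd percentile of all THSs, whose median is 0.64.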

Consistently, dynamic chromatin openings are detected within the promoter region of *ERECTA* in Proto, MMC and M, but they are diminished in GMC and GC (Fig. 1c). Likewise, other early stomatal-lineage genes exhibit prominent THSs in the early lineages (Extended Data Fig. 3a). These results suggest that temporal dynamics of chromatin accessibility and regulatory elements in these THSs may facilitate stomatal lineage transition. Indeed, overrepresented gene ontology (GO) categories of genes residing nearby dynamic THSs include epidermal cell differentiation (*P* = 0.000585), followed by stomatal complex morphogenesis (*P* = 0.000476; Extended Data Fig. 1).

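The THS with the most cutcounts upstream of ERECTA (AT2G26330) was THS_22034, on chromosome 2 from 11215159 to 11215423. Its midpoint lies 629 bp upstream of the gene start, in a coding exon of the neighbouring gene AT2G26340. It had 133 ± 17.8 scaled cutcounts (SD, n = 3) in Proto, 142 ± 23.1 (SD, n = 3) in MMC and 146 ± 55.3 (SD, n = 4) in M. GMC had 90.3 ± 14.3 (SD, n = 3) and GC 106 ± 2.30 (SD, n = 3). Proto, MMC and M together exceeded GMC and GC by 0.49 on the log2 scale (standard error 0.16, adjusted p = 0.033, limma with Benjamini-Hochberg adjustment). The call did not hold under 15 of the 29 alternatives, 8 of them fits without 1 library, and the adjusted p ranged from 0.0077 to 1.00. With FRiP as a covariate the log2 fold change was 0.35 (adjusted p = 0.536), and with loess normalization it was 0.22 (adjusted p = 0.267). THS_22032, in an untranslated exon of ERECTA on chromosome 2 from 11214084 to 11214645, had means of 454 in Proto, 551 in MMC, 508 in M, 263 in GMC and 349 in GC. The same contrast gave 0.69 there (standard error 0.19, adjusted p = 0.021). MMC and M exceeded GMC and GC at it by 0.75 (adjusted p = 0.012, and 0.574 with FRiP as a covariate). THS_22033, nearer to the gene start on chromosome 2 from 11214742 to 11214998, was chosen after its values were seen because it is in the paper's dynamic list. It had 67.6 ± 10.6 (SD, n = 3) in Proto, 134 ± 58.6 (SD, n = 3) in MMC, 146 ± 61.3 (SD, n = 4) in M, 56.0 ± 6.02 (SD, n = 3) in GMC and 66.9 ± 18.7 (SD, n = 3) in GC. MMC and M exceeded GMC and GC by 1.10 (standard error 0.22, adjusted p = 0.0048, limma), and by an adjusted p of 0.427 with FRiP as a covariate.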

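The genes shown in Extended Data Fig. 3a were not at hand, so the upstream THS with the most cutcounts was taken for EPF2, POLAR and BASL, which the paper names as SPCH targets, and for TMM, another gene of the early lineage. These were compared between MMC with M and GMC with GC (limma, Benjamini-Hochberg). The log2 fold change was 0.26 for EPF2 (THS_08203, adjusted p = 0.247), 0.06 for BASL (THS_63403, adjusted p = 0.795), 0.33 for POLAR (THS_47754, adjusted p = 0.107) and 0.33 for TMM (THS_17578, adjusted p = 0.162). None of these passed an adjusted p of 0.05. In the untranslated exon of EPF2 (AT1G34245), THS_08204 on chromosome 1 from 12473357 to 12473971 was higher in MMC and M by 0.84 (standard error 0.22, adjusted p = 0.0093). Its adjusted p was 0.526 with FRiP as a covariate. The THS in a coding exon of TMM, THS_17577, differed by only 0.02 (adjusted p = 0.927). For ACT2, a gene outside the lineage list, the same contrast gave 0.37 at the THS over the gene start (THS_32375, adjusted p = 0.120). In an untranslated exon of ACT2, THS_32377 was lower in MMC and M, with -1.27 (standard error 0.38, adjusted p = 0.023, and 0.687 with FRiP as a covariate).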

Hierarchical clustering analysis of the dynamic THSs revealed a profound change in global chromatin accessibility at the transition from Ms to GMCs (Fig. 1d). In contrast to the dynamic THSs, the static THSs did not exhibit any clear trends of clustering (Extended Data Fig. 4). This resulted in two major THS clusters: the early-lineage cluster (ELC) and the post-commitment cluster (PCC), which are accessible in the MMC/M stage and the GMC/GC stage, respectively (Fig. 1d,e; see Extended Data Fig. 3b,c for representative THSs in ELC and PCC, respectively). 

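Counted with a single fit of all 16 libraries, 6970 THSs differed between M and GMC at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 3132 higher and 3838 lower in GMC. At an unadjusted p under 0.05 there were 22835. In this fit the other transitions gave 5 or fewer THSs. However, GMC and GC gave 76 with only these states in the fit, and Proto and MMC gave 698 without MMC replicate 2. The THSs named here for the other transitions are from the fit of all 16 libraries and were chosen after their values were seen. Between Proto and MMC, 5 THSs were higher in MMC, which are THS_61260 and THS_61261 in the SPCH promoter, THS_19073, THS_23375 and THS_41525 (4816 at an unadjusted p under 0.05). Between MMC and M, THS_61260 and THS_61261 fell and THS_29396 in the MUTE promoter rose (1686 at an unadjusted p under 0.05). Between GMC and GC, THS_33854 and THS_33855 in the FAMA promoter fell, and THS_05423 and THS_05424 in the GC1 promoter and THS_21012 rose (1236 at an unadjusted p under 0.05).

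Over all THSs, the median absolute log2 fold change was 0.246 from Proto to MMC, 0.160 from MMC to M, 0.443 from M to GMC and 0.181 from GMC to GC. Over the paper's 455 dynamic THSs these medians were 0.615, 0.161, 1.10 and 0.211, but that list was chosen on these libraries. The count between M and GMC changed with single libraries and settings. Without M replicate 1 it was 25208, whereas 6 of the 16 fits without 1 library gave 4 to 7 THSs and the others at least 3744. Scaling by the reads of each library, whose listed numbers do not match the cutcounts of 3 M libraries and GMC replicate 2, left 1 THS, and FRiP as a covariate left 5. Of the 35 splits of the M and GMC libraries, the real one included, 2 gave as many THSs as the real split.

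**Figure D2:**
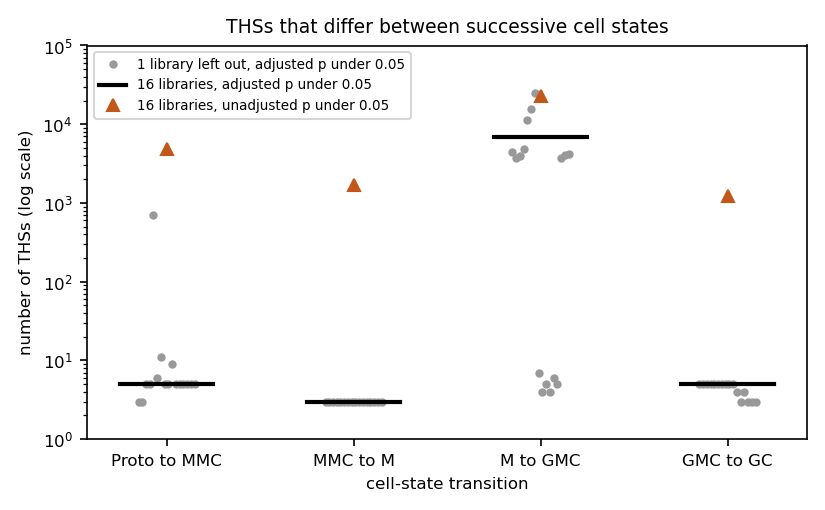
Number of THSs that differ at each transition, on a log axis, with all 16 libraries at an adjusted p under 0.05 (black bars), with each library left out in turn (grey points) and at an unadjusted p under 0.05 (orange triangles). M to GMC has the most with all libraries, 6970, and its grey points run from 4 to 25208.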

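Outside the paper's 455 dynamic THSs, 64896 THSs remain. Their log2 values were centred on the mean of the 5 state means of each THS and correlated between libraries across THSs, which are not independent replicates. The centred correlation of M libraries with MMC libraries averaged 0.106, and that with GMC libraries averaged -0.279. Over the dynamic THSs these means were 0.367 and -0.547. Permuting the MMC and GMC labels over their libraries gave p = 0.1 for the difference in both sets (exact permutation test, two-sided, 20 label permutations), the smallest p this design allows. The difference over static THSs moved most without M replicate 1, to 0.698, and without M replicate 4, to 0.227.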

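Compared directly, 10824 THSs were higher in MMC and M and 10935 were higher in GMC and GC at an adjusted p under 0.05 (limma, Benjamini-Hochberg). Together they are 33.3% of all THSs, and 30479 had an unadjusted p under 0.05. Of the paper's 455 dynamic THSs, 261 are higher in MMC and M by the values of Supplementary Table 3 and 194 in GMC and GC. These were called in the same direction in 258 and 193 cases, but the list was chosen on these libraries and is not independent evidence. All MMC and M libraries lay above all GMC and GC libraries at 639 THSs and below them at 1335, where chance gives 0.0583%, or 38.1 THSs, in each direction.

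THSs higher in MMC and M had a median length of 318 bp, a median of 2559.5 cutcounts over all libraries and a median log2 fold change of 0.62, and 43.7% lay within 400 bp upstream of a gene start. Those higher in GMC and GC had a median length of 170 bp, a median of 719 cutcounts and a median log2 fold change of -0.82, and 8.93% lay within 400 bp upstream of a gene start. Among THSs whose 7 MMC and M libraries did not overlap the GMC and GC libraries, the largest rise was that of THS_61260, by 2.29 (standard error 0.18, adjusted p = 1.9e-08, limma). It lies in the SPCH promoter, of which the MMC line carries an extra copy. Its means were 4644 in MMC, 460 in M and 305 in GMC, so the rise came mostly from the MMC line. From M to GMC it changed by only -0.56 (adjusted p = 0.108, limma). THS_41478, on chromosome 4 from 5169322 to 5169558, rose by 1.33 (adjusted p = 0.0040) and THS_35219, on chromosome 3 from 10938170 to 10938440, by 1.28 (adjusted p = 0.0024). The largest falls were those of THS_17814, on chromosome 2 from 16748 to 16904, with -2.09 (adjusted p = 0.017), and of THS_35454, in the pseudogene AT3G42766 on chromosome 3 from 14864765 to 14865130, with -1.95 (adjusted p = 0.0098). THS_08503, in the pseudogene AT1G35870 on chromosome 1 from 13335817 to 13336042, had -1.93 (adjusted p = 0.011). With FRiP as a covariate, THS_61260 (adjusted p = 1.5e-10) and THS_35219 (adjusted p = 0.019) still passed and the other 4 did not, with adjusted p from 0.273 to 0.483.

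Scaling by the reads that Supplementary Table 1 lists for each library gave 3 THSs higher in MMC and M and 0 higher in GMC and GC, but those reads do not match the cutcounts of 3 M libraries and GMC replicate 2. It raised the contrast of the median THS by 0.393 on the log2 scale, and loess normalization raised it by 0.106. The share of calls that were higher in MMC and M was 49.7%, but 64.2% among THSs with at least 10 cutcounts in every library and 45.3% with loess normalization. With FRiP as a covariate, 7 and 3 THSs were called, all of them shared with the calls above. Of these, 6 lie in the promoters used for INTACT, whose extra copies in the transgene map to the same place. Another is THS_21012 (adjusted p = 1.4e-05, limma with FRiP as a covariate), whose mean of 16.9 scaled cutcounts in GMC was far under that of every other state.

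An index was computed for each library as its mean log2 value over the THSs higher in MMC and M minus that over the THSs higher in GMC and GC. Both sets were called without that library, and THSs in the promoters used for INTACT were left out. The sets therefore differed between libraries. Those higher in MMC and M ran from 4742 THSs for MMC replicate 3 to 16301 for M replicate 1, so index values are not compared on the same THSs. The index averaged 1.71 ± 0.0613 (SD, n = 3) in Proto, 2.44 ± 1.08 (SD, n = 3) in MMC and 2.38 ± 0.896 (SD, n = 4) in M. GMC had 0.803 ± 0.291 (SD, n = 3) and GC 1.14 ± 0.294 (SD, n = 3). Summing up its profiling as a whole, the paper concludes that it locates sites of major epigenomic reprogramming at commitment.

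**Figure D3:**
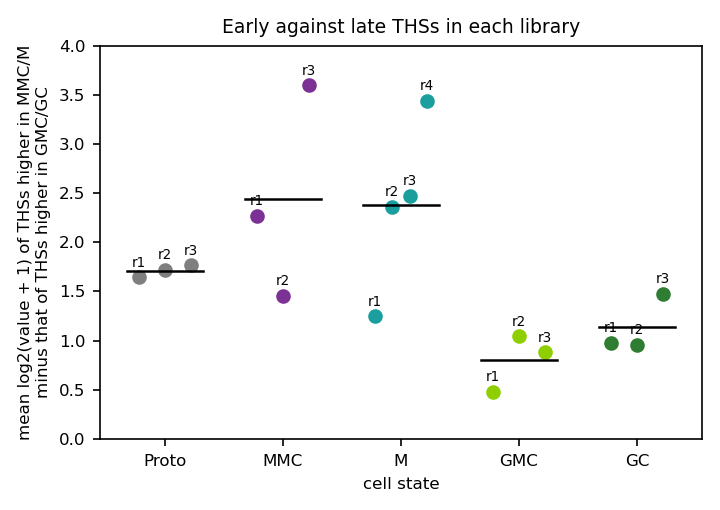
Early-minus-late index (log2 scale) of each library by cell state; labels give the replicate and black lines the state means. The MMC and M libraries spread from 1.25 to 3.60, and 2 of them lie at or under the highest library of GMC and GC, 1.48. The THSs behind each value were called without that library and so differ between libraries.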

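The range of the 5 state means on the log2 scale was taken as a measure of how dynamic a THS is. Over the 261 dynamic THSs that are higher in MMC and M, by the values of Supplementary Table 3, its median was 1.14 (interquartile range 1.01 to 1.29). Over the 194 that are higher in GMC and GC it was 1.52 (1.28 to 1.77). The medians differed by -0.38 (permutation test over THSs, two-sided, p = 1e-05, the smallest that 100000 permutations can give; THSs are not independent replicates). On the scale of scaled cutcounts the order was the opposite, with a median range of 118 for the former and 47.0 for the latter. Their highest state means had medians of 219 and 73.6. Over the 20 alternatives the difference on the log2 scale stayed between -0.55 and -0.27.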

We also note here that the PCC is less dynamic than the ELC. Thus, the chromatin landscape may reduce complexity to prevent aberrant dedifferentiation of the terminal cell type, GCs^35^. In addition, we noted a small group of THSs in the protoderm. 

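Against the mean of the other 4 states, 6 THSs differed in Proto at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 3 of them higher and 3 lower, and 2024 had an unadjusted p under 0.05. The 3 higher ones, THS_45043, THS_45044 and THS_45046, all overlap the 3000 bp upstream of the start of AtML1, whose promoter drives the nuclear tag in this line. The lower ones, chosen after their values were seen, were THS_61260 in the SPCH promoter, THS_19073, on chromosome 2 from 6002287 to 6002449, and THS_41525, on chromosome 4 from 5360886 to 5361101. THS_19073 fell by 1.81 on the log2 scale (standard error 0.29) and THS_41525 by 1.47 (standard error 0.24), each with an adjusted p of 0.0096. Of the paper's 455 dynamic THSs, 11 had their highest mean in Proto, against 158 in MMC, 93 in M, 153 in GMC and 40 in GC. By the paper's own values in Supplementary Table 3, Proto is highest in 22. Among the 424 THSs with an unadjusted p under 0.0005, 8 were highest in Proto.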

Since the number of protodermal THSs was too small for further analysis, we decided to focus on the two major clusters, PCC and ELC (Supplementary Table 3). Taken together, our INTACT ATAC-seq profiling elucidates the dynamic landscape of chromatin accessibility during successive cell-state transitions within the stomatal lineage and identifies sites of major epigenomic reprogramming at the commitment stage.

### A novel pair of *cis*-regulatory codes in early lineage

The drastic rearrangements of the chromatin landscape, as evident in the two major clusters of stomatal-lineage THSs, ELC and PCC (Fig. 1d,e), open the opportunity to identify *cis*-regulatory elements (CREs) represented in each state. We first performed motif analysis using FIMO to search for significant (adjusted *P* < 1 × 10^−5^) matches for each motif within accessible sites^36^ (Methods). Of 65,351 stomatal-lineage accessible sites, 58,477 (89.5%) contain a significant motif match (Fig. 2a,e). 

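A GA repeat, taken as GAGAGAGA on either strand of the TAIR10 sequence, was present in 15.1% of the 10824 THSs that were higher in MMC and M (1633 THSs). It was present in 2.71% of the 10935 that were higher in GMC and GC (296 THSs), an odds ratio of 6.39 (Fisher's exact test, two-sided, p = 1.3e-246; THSs are not independent replicates). With other numbers of repeats the odds ratio was 20.2 for 6 repeats and 3.15 for 3. It was 2.27 with loess normalization and 2.76 in a fixed window of 150 bp at the THS centre. THSs higher in MMC and M were also longer and held more cutcounts. Compared within 5 equal groups of length and 5 of total cutcounts, an alternative chosen after seeing the data, the odds ratio was 3.56.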

Within the ELC, the most significantly enriched motif is BBR/BPC (BARLEY B RECOMBINANT/BASIC PENTACYSTEINE), also known as the GAGA repeat comprising tandem repeats of GA (Fig. 2a). The second most enriched motif, ND, also includes GAGA repeat sequences as a consensus^37^. In the PCC, C2C2-GATA, RWP-RK and NLP motifs are enriched, implying that the major rewiring of gene regulatory networks may occur at commitment (Fig. 2a). 

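As the matrices of the paper's motif search were not at hand, a GATA site was taken as WGATAR on either strand, where W is A or T and R is A or G. It was present in 40.5% of the THSs that were higher in GMC and GC (4431 THSs) and in 60.7% of those that were higher in MMC and M (6575 THSs). The odds ratio of the former against the latter was 0.440 (Fisher's exact test over THSs, two-sided, p = 7.5e-197), so the word was less frequent in the THSs higher in GMC and GC. In a fixed window of 150 bp at the THS centre it was 0.953 (p = 0.0948, Fisher's exact test). Loess normalization reversed the direction, with 1.08 (p = 0.0675, Fisher's exact test). Compared within 5 equal groups of length and 5 of total cutcounts, which was chosen after seeing the data, the odds ratio was 0.791. Over the 21 alternatives with a test, the p ranged from 6.1e-268 to 0.0948 (Fisher's exact test), and 19 were under 0.05. RWP-RK and NLP motifs were not searched.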

Consistent with the FAMA-driven guard-cell maturation process, GATA-binding TFs are known to promote chloroplast development and plant greening^38^.

**Fig. 2:**
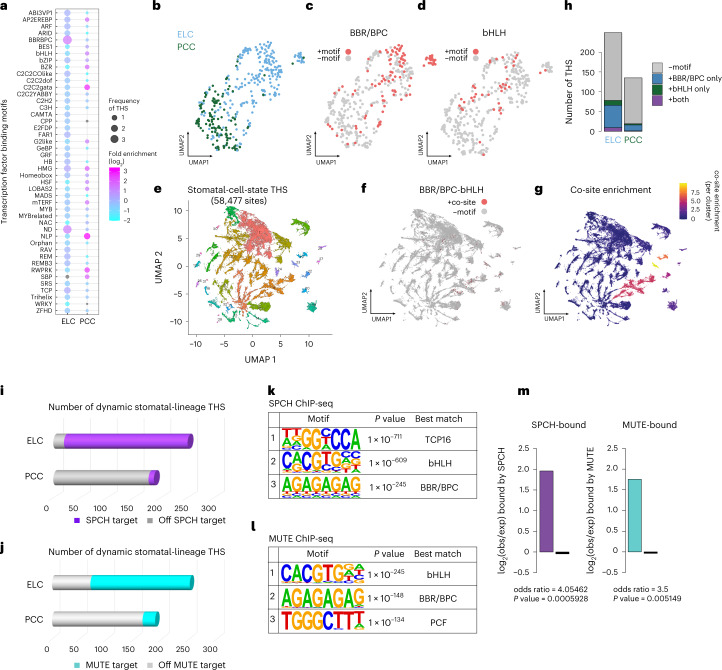
Identification of novel co-CREs in early stomatal precursor state through orthogonal INTACT ATAC-seq and ChIP-seq analyses. **a**, Enriched TF motifs identified from two distinct clusters in the stomatal lineage. Colour in dot blot graph denotes log_2_ ratio of changes in motif family frequency between clusters, and the size of the dot denotes relative frequency of each motif family in ELC and PCC clusters. **b**, UMAP dimensionality reduction plot of trajectory-specific THS sequences. An individual THS is represented as one data point, and data points are grouped by similar TF motif content. THSs that showed ELC-specific accessibility in INTACT ATAC-seq are coloured cyan, while those with PCC-specific accessibility are coloured green. **c**, UMAP plot as in **b**, showing individual THS data points containing a motif from the BBR/BPC family in red. THSs without a BBR/BPC motif are shown in grey. **d**, UMAP plot as in **a**, showing individual THS points containing a motif from the bHLH family in red. THSs without a bHLH motif are shown in grey. **e**, UMAP dimensionality reduction plot of all THSs detected in the INTACT ATAC-seq samples. Data points represent individual THSs and are grouped according to similarities in transcription factor motif content. Colours represent clusters of THS with similar motif content. **f**, UMAP plot as in **e**, showing individual THSs that contain motifs for both BBP/BPC family and bHLH family transcription factors. **g**, UMAP plot as in **e**, showing the enrichment of THSs with both BBR/BPC family and bHLH family motifs across clusters. Clusters 3, 19, 22 and 23 showed enrichments of THSs with motifs for both families. **h**, Barplot showing the total number of THSs in either the ELC- or PCC-specific set. **i**,**j**, Barplot showing the total number of dynamic THSs in either the ELC- or PCC-specific THSs targeted/not targeted by SPCH (**i**) or MUTE (**j**). The list of THSs is provided in Supplementary Table 6. **k**,**l**, De novo motif enrichment was performed with HOMER^79^ in SPCH ChIP-seq peaks (**k**) or MUTE ChIP-seq peaks (**l**). The top 3 motif results are shown with *P* values. **m**, log_2_ transformation of observed/expected number of dynamic THSs in each cluster bound by either SPCH (purple) or MUTE (cyan) (Fisher’s Exact test). ChIP-seq data adapted from refs. ^28,47^. In **k** and **l**, hypergeometric test was performed using HOMER (http://homer.ucsd.edu/homer/motif/index.html).

The enrichment of BBR/BPC motif CREs in ELC THSs captured our attention. It is established that a plant-specific BBR/BPC family of transcription factors bind to the BBR/BPC motif^39–44^. To test whether the specific CREs we isolated are bound by BBR/BPC, we performed an unbiased yeast one-hybrid (Y1H) screen^45^ to isolate a suite of TFs binding to the highly ranked THSs in the ELC. Indeed, Class I BPC proteins (BPC1, 2, 3) were isolated as strong interactors (Extended Data Fig. 6).

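THS_23375, on chromosome 2 from 13095002 to 13095421, spans the start of AT2G30740, with its midpoint between genes. It had means of 71.7 scaled cutcounts in Proto (n = 3), 214 in MMC (n = 3), 189 in M (n = 4), 84.1 in GMC (n = 3) and 91.5 in GC (n = 3). It was higher in MMC and M than in GMC and GC by 1.18 on the log2 scale (standard error 0.16, adjusted p = 4.5e-04, limma with Benjamini-Hochberg adjustment; adjusted p = 0.0040 with FRiP as a covariate). Its reference sequence holds an unbroken run of 96 GA repeats on the minus strand, from 13095186 to 13095377. THS_61260, at SPCH, holds 6 GA repeats on the minus strand from 21588962 to 21588973, in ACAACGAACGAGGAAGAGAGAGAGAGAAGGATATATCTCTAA.

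THS_64787, as the paper's text names it, lies in an untranslated exon of CGR3 (AT5G65810) on chromosome 5 from 26339702 to 26339910. It is outside the paper's dynamic list, holds 0 matches to GAGAGAGA and differed by 0.18 (standard error 0.18, adjusted p = 0.426). Supplementary Table 7 writes the name THS_06487 instead. That THS, between genes on chromosome 1 from 9708151 to 9708348, holds runs of 4 to 7 GA repeats and was higher in MMC and M by 0.70 (standard error 0.19, adjusted p = 0.012, and 0.438 with FRiP as a covariate). The upstream THSs of the genes that encode interacting proteins, BPC1 (THS_18100) and BPC2 (THS_03408), differed by 0.55 (adjusted p = 0.031, and 0.756 with FRiP as a covariate) and 0.37 (adjusted p = 0.079). In a coding exon of BPC1, THS_18099 went the other way, with -0.46 (adjusted p = 0.047, and 0.750 with FRiP as a covariate), and THS_03409 in an untranslated exon of BPC2 had 0.40 (adjusted p = 0.090).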

Combinatorial *cis*-regulatory motifs may guide the specificity of transcription factor binding during cell-state transition. To explore this possibility, we applied the uniform manifold approximation and projection (UMAP) dimensionality reduction algorithm^46^ to a count matrix for all motifs observed in all THSs, allowing THSs with similar motif contents to be grouped in two dimensions (Fig. 2b–g) (Methods). Each data point represents an individual THS, and data points are clustered according to similarities in transcription factor motif content. We used this approach first to examine THSs belonging to ELC and PCC (Fig. 2b–d). Surprisingly, the UMAP revealed that BBR/BPC and the bHLH (E-box) motifs are significantly co-enriched compared with the background, and co-occurrence of these two motifs is notable in ELC THSs (Fig. 2h). 

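GAGAGAGA and the E-box CACGTG occurred together in 631 of the 65351 THSs, 0.966%, where 0.673% would be expected from their separate frequencies. The odds ratio was 1.56 (Fisher's exact test, two-sided, p = 4.7e-21; THSs are not independent replicates). In a fixed window of 150 bp at the THS centre, 145 THSs held both and the odds ratio was 1.04 (Fisher's exact test, p = 0.625). Among THSs higher in MMC and M, 299 of 10824, 2.76%, held both, against 2.62% expected from the frequencies in that set (odds ratio 1.08, Fisher's exact test, p = 0.272). Among THSs higher in GMC and GC, 17 of 10935, 0.155%, did (odds ratio 1.51, Fisher's exact test, p = 0.126). In the window of 150 bp the odds ratio was 0.779 (Fisher's exact test, p = 0.12) for the former set and 1.07 (Fisher's exact test, p = 0.840) for the latter. Of the 261 dynamic THSs that are higher in MMC and M by the values of Supplementary Table 3, 8 held both, 3.07% against 2.25% expected (Fisher's exact test, p = 0.330). Of the 194 that are higher in GMC and GC, 1 did, 0.515% against 0.0664% expected (odds ratio 11.6, Fisher's exact test, p = 0.124). These tests of co-occurrence were chosen after seeing the data.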

We also examined the co-occurrence of BBR/BPC and bHLH motifs in the UMAP generated from all THSs identified in stomatal lineages and found that multiple clusters of THSs were enriched for this pair of motifs, suggesting that these TFs may indeed act together at specific CREs (Fig. 2e–g; for all TF motifs enriched in each THS cluster, see Extended Data Fig. 5). This hints at a possible co-action of two disparate CREs (BBR/BPC and bHLH motifs) as well as the Class I BPC *trans*-acting proteins during the early stomatal cell lineage. Such co-action may facilitate the transient state, sequentially regulated by the two bHLHs, SPCH and MUTE, which specify stomatal precursor state.

### Early-lineage THS cluster controlled by two sister bHLHs

The early stomatal cell lineage is initiated by SPCH and terminated by its paralogue, MUTE—two sister stomatal-lineage-specific bHLHs expressed in MMCs/early meristemoids and late meristemoids/GMCs, respectively^23,24^. Nonetheless, within the ELC, the chromatin landscape is largely similar, indicating that these two bHLHs probably share a set of binding sites. 

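Within the 261 dynamic THSs that are higher in MMC and M in Supplementary Table 3, 3 differed between MMC and M at an adjusted p under 0.05 (limma, Benjamini-Hochberg over all THSs), and 7 had an unadjusted p under 0.05. These 3 are THS_61260, THS_61261 and THS_29396 in the promoters of SPCH and MUTE, which also drive the nuclear tag in the MMC and M lines. They were chosen after their values were seen. The median log2 fold change of M against MMC over the 261 THSs was -0.06, and its median size was 0.131. From M to GMC the median was -0.99. These THSs were listed as dynamic on the same libraries and taken because they are higher in MMC and M. A fall from M to GMC therefore follows from the choice and is not independent evidence. Leaving out each library in turn gave 3 THSs between MMC and M over all THSs in every fit.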

As an orthogonal approach to cistrome discovery via INTACT ATAC-seq, we leveraged chromatin Immunoprecipitation sequencing (ChIP-seq) of SPCH^28^ and MUTE^47^ to directly profile transcription factor occupancy in relationship with the dynamic stomatal-lineage THSs. 

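The SPCH and MUTE ChIP-seq peaks in Supplementary Tables 4 and 5 were overlapped with the dynamic THSs, with at least 1 bp shared. Those tables list 1558 SPCH peaks (median length 949 bp) and 1505 MUTE peaks (median length 1738 bp), and by their titles only peaks with bHLH and BBR/BPC motifs. Of the 261 dynamic THSs that are higher in MMC and M, 54 overlapped a listed SPCH peak, 20.7% (Wilson 95% confidence interval 16.2% to 26.0%), and 48 overlapped a listed MUTE peak, 18.4% (14.2% to 23.5%). A listed peak of each factor was found at 34. Of the 194 that are higher in GMC and GC, 0 overlapped a listed SPCH peak, which allows a share of up to 1.94%, and 4 overlapped a listed MUTE peak, 2.06% (0.805% to 5.18%). Over all 65351 THSs the shares were 5.20% and 7.60%. The intervals treat THSs as independent, which they are not.

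Supplementary Table 6, which names the THSs that the paper counts as bound, lists 218 early THSs for SPCH and 181 for MUTE. Of these, 49 and 46 overlapped a listed peak. For the late cluster it lists 9 and 23 THSs, of which 1 and 5 overlapped a listed peak. The division by state values is not that of the paper's clusters, since 4 of the 9 and 4 of the 23 are among the 261 THSs higher in MMC and M.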

Nearly 86% and >70% of the ELC THSs are targeted by SPCH and MUTE, respectively, whereas only 4.78% and 12% of the later PCC THSs are targeted by SPCH and MUTE, respectively (Fig. 2i,j). Thus, the vast majority of dynamic open chromatin regions in the early stomatal lineage cells are occupied by both SPCH and MUTE.

Next, to explore a possible connection of SPCH/MUTE binding motifs with the CREs identified in our analyses (Fig. 2), we performed de novo discovery of enriched motifs in the SPCH and MUTE binding peaks (Methods). As expected, the bHLH (E-box) motif was identified as among the top scoring motifs in MUTE and SPCH binding peaks (Fig. 2k,l). Strikingly, the BBR/BPC (GAGA repeat) motif, which is highly enriched in ELC THSs and co-occurs with the bHLH motifs (Fig. 2a,h), is the next highest enriched motif in both SPCH and MUTE peaks (Fig. 2k–m). SPCH and MUTE targets that possess BBR/BPC and bHLH motifs are overrepresented in ELC compared with PCC (Fig. 2m and Supplementary Tables 4–6). 

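Among the 10824 THSs that were higher in MMC and M, 12.5% overlapped a listed SPCH peak (1352 THSs), against 0.905% of the 10935 that were higher in GMC and GC (99 THSs). The odds ratio was 15.6 (Fisher's exact test, two-sided, p = 2.0e-301; THSs are not independent replicates). The listed peaks are those with bHLH and BBR/BPC motifs, and both the E-box and the GA repeat are more frequent in THSs higher in MMC and M, so the odds ratios hold for this part of the peaks. Of the 218 early THSs that Supplementary Table 6 lists as bound by SPCH, 49 overlapped a listed peak. For listed MUTE peaks the shares were 14.0% (1520 THSs) and 2.57% (281 THSs), an odds ratio of 6.19 (Fisher's exact test, p = 3.1e-225). An adjusted p under 0.01 for the calls gave odds ratios of 43.6 and 10.6, and loess normalization gave 5.50 and 3.11. The E-box CACGTG was present in 17.4% and 3.93% of the same sets, an odds ratio of 5.13 (Fisher's exact test, p = 2.8e-242). With loess normalization that direction was reversed, at 0.939 (Fisher's exact test, p = 0.390), whereas the other 20 alternatives with a test had a p under 0.05. Compared within 5 equal groups of length and 5 of total cutcounts, an alternative chosen after seeing the data, the odds ratios were 10.7 for SPCH peaks, 4.50 for MUTE peaks and 1.76 for the E-box.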

Unlike BPC proteins, however, neither SPCH nor MUTE protein binds to the BBR/BPC motif in our Y1H screen or in in vitro DNA-TF binding assays using biolayer interferometry (BLI) (Extended Data Figs. 6 and 7a–e). As predicted, SPCH and MUTE, when heterodimerized with SCRM, both bind tightly to the bHLH (E-box) motif (Extended Data Fig. 7a–e). The results imply that SPCH/MUTE binding to the BBR/BPC motif is indirect. Taken together, the two orthogonal approaches—discoveries of cell-state-specific CREs via INTACT ATAC-seq and TF binding sites via ChIP-seq analyses—highlight Class I BPCs as possible *trans*-acting regulators of MMC- and/or MC-mediated cell-state transition.

### BPC1/2 suppress *SPCH* and early stomatal-lineage divisions

BPC proteins are expressed broadly and are known to regulate multiple developmental processes^40,48^. A previous single-cell transcriptome study of *Arabidopsis* noted that *BPCs* positively regulate stomatal development, probably via activating *SPCH*, *MUTE*, *FAMA* and *SCRM*^30^. However, we identified the BBR/BPC motif as a significantly overrepresented CRE in ELC, co-existing with a SPCH/MUTE binding site (Fig. 2). For this reason, we sought to decipher the exact functions and the mechanism of action of BPC1/2 during stomatal cell-state transition. First, we examined the expression patterns of BPC1 and BPC2 within the stomatal lineages. Both BPC1 and BPC2 fused with yellow fluorescent protein (YFP) driven by their respective promoters (*BPC1pro::BPC1-YFP* and *BPC2pro::BPC2-YFP*) showed strong signals in the nuclei of stomatal-lineage cells, with the highest expression from early meristemoid to GMC (Fig. 3a). We thus postulated that cell-state-specific, combinatorial interactions among *Trans*-acting factors (SPHC, MUTE and BPCs) could facilitate cell-fate transitions even under a similar chromatin configuration.

**Fig. 3:**
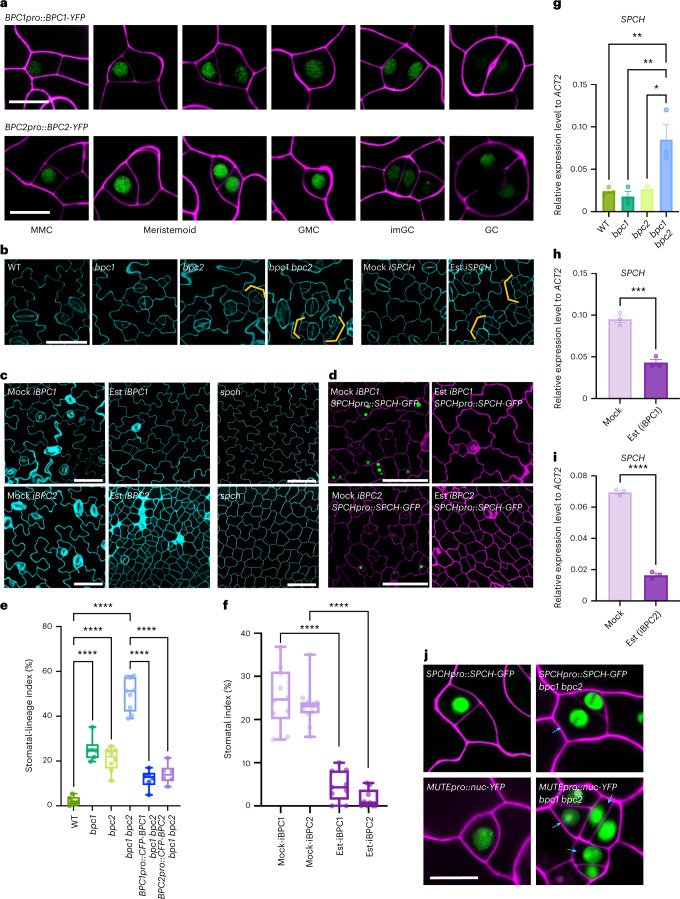
New *trans*-acting factors, *BPC1* and *BPC2*, suppress stomatal-lineage entry division and *SPCH* expression. **a**, Confocal images showing the expression pattern of *BPC1* and *BPC2* translational reporters in stomatal-lineage cells. YFP signal is depicted in green and cell walls in magenta. Scale bar, 10 μm. **b**, Epidermal phenotype of abaxial cotyledon in 8-day-old WT (wild-type), *bpc1*, *bpc2* and *bpc1 bpc2* double mutants. Scale bar, 50 μm. Orange brackets, excessive cell division. **c**, Epidermal phenotype of abaxial cotyledon in 5 days after germination (dag) inducible line of BPC1 and BPC2 compared to Mock. The phenotypes in the inducible line of BPC1 and BPC2 are reminiscent of those of the 3 dag and 1 dag *spch* mutant epidermis, respectively. Scale bar, 50 μm. **d**, iBPC1 and iBPC2 trigger repression of *SPCHpro::SPCH-GFP*. GFP signal is depicted in green and cell walls in magenta. Scale bar, 50 μm. **e**, Stomatal lineage index (SLI) of abaxial cotyledon epidermis in 8 dag WT, *bpc* mutants and *bpc* mutants genetically complemented with respective *BPC* genes driven by its promoter (*n* = 6). SI data are provided in Extended Data Fig. 8b. **f**, SI of abaxial cotyledon epidermis of control mock and inducible line of *BPC1* and *BPC2* (*n* = 6). For the boxplots in **e** and **f**, the centre line indicates the median value, and the whiskers represent 1.5× the interquartile range from the lower and upper quartiles. For **e**–**g**, one-way ANOVA followed by Tukey’s HSD test was performed: *P < 0.05, **P < 0.005, ****P < 0.00005. **g**–**i**, Relative expression analysis for early stomatal precursor marker genes in WT, *bpc* mutants and BPC inducible line. Loss of *BPC1* and *BPC2* derepresses the expression of *SPCH* (**g**) as well as early stomatal precursor marker genes (see Extended Data Fig. 9), while *SPCH* expression is repressed by iBPC1/2 (**h**,**i**). Expression was normalized against actin (*ACT2*). For **h** and **i**, two-tailed Student’s *t*-test was performed for pairwise comparisons: ***P < 0.0005, ****P < 0.00005. Error bars, s.e.m. (*n* = 3) **j**, Reporter marker genes, *SPCHpro::SPCH-GFP* and *MUTEpro::nucYFP*, in *bpc1 bpc2*. GFP and YFP signals are depicted in green and cell walls in magenta. Scale bar, 10 μm. Cyan arrowhead, ectopic expression. Experiments in **a**–**d** and **j** were repeated independently three times with similar results. See Supplementary Table 9 for all exact *P* values.

Next, we characterized loss-of-function phenotypes of *BPC1* and *BPC2*. Both *bpc1* and *bpc2* showed modest increases in the number of early stomatal precursors, with statistical significance in the stomatal-lineage index (SLI = (number of meristemoid mother + meristemoid + SLGC)/number of all epidermal cells × 100) (Fig. 3b,e and Extended Data Fig. 8). The phenotype was further exaggerated in the *bpc1 bpc2* double mutant, suggesting their redundant activity (Fig. 3b,e and Extended Data Fig. 8). Excess early stomatal-lineage cells in *bpc1 bpc2* resembles the *SPCH* overexpression phenotype (Fig. 3b)^23,24,29^. Indeed, quantitative PCR with reverse transcription(RT-qPCR) analyses detected elevated transcript levels of *SPCH* and its direct targets (*EPF2, POLAR* and *BASL*) in the *bpc1 bpc2* mutants (Fig. 3g and Extended Data Fig. 9). In addition, asymmetric divisions of stomatal-lineage cells are dysregulated in *bpc1 bpc2*; the late meristemoid-fate marker *MUTEpro::nucYFP*^24,49^ is occasionally expressed in both daughter cells of asymmetric divisions (Fig. 3j). These inappropriate daughter cells eventually lose stomatal-lineage fate and fail to differentiate. The *bpc1 bpc2* epidermal phenotype was rescued by the introduction of either *BPC1* or *BPC2* driven by their respective promoter (Extended Data Fig. 9).

In contrast to the loss-of-function phenotypes, estradiol-inducible overexpression of *BPC1* and *BPC2* (*iBPC1* and *iBPC2*) led to an epidermis with seemingly uniform pavement cells with a significantly reduced stomatal index (SI = number of stomata/(number of stomatal + non-stomatal epidermal cells) × 100) (Fig. 3c,f). The *iBPC2* seedlings exhibited growth defects and failed to form lobed pavement cells (Fig. 3c,d). These phenotypes are reminiscent of the *spch* mutant^23,24^ (Fig. 3c). Indeed, both *SPCH* transcripts and SPCH-GFP reporter expression are severely diminished in the *spch* mutant-like *iBPC1* and *iBPC2* overexpression epidermis (Fig. 3d,h,i). Combined, our findings place BPC1 and BPC2 as *trans*-acting factors that suppress entry and proliferative divisions of stomatal-lineage cells via negative regulation of *SPCH* expression.

### Fate commitment by MUTE-BPC1/2 and repressive histone marks

Whereas SPCH and MUTE both promote stomatal differentiation, they act in an antagonistic manner on early stomatal precursor cells: SPCH initiates and promotes asymmetric divisions whereas MUTE terminates the asymmetric division and triggers differentiation, in part via displacing SPCH-binding sites^23,24,29^. To understand the mechanism by which BPC1/2 repress *SPCH* expression in the context of the stomatal cell-state transition, we sought to test our hypothesis that BPC1/2 TFs recruit MUTE to the ELC open chromatin sites via binding to the BBR/BPC (GAGA repeat) motif in a cell-state-specific manner.

We first examined whether BPC1/2 bind with MUTE in planta using bimolecular fluorescent complementation (BiFC) assays in *Nicotiana benthamiana* (Fig. 4a and Extended Data Fig. 7h). Co-expression of a full-length BPC1 or BPC2 fused to the half YFP (YFPc) and MUTE to the complementary half YFP (YFPn) yielded reconstitution of YFP signals in the nucleus, indicating that BPC1/2 interact with MUTE in the nucleus. By contrast, we detected no signals of SPCH and BPC1/2 combinations (Extended Data Fig. 7h), suggesting that SPCH does not interact with BPC1/2. SPCH and MUTE both function as bHLH heterodimers with SCRM^25,50^. Indeed, both SPCH-YFPn and MUTE-YFPn reconstituted strong YFP signals with SCRM-YFPc (Fig. 4a), thereby confirming that SPCH-YFPn proteins are expressed in *N. benthamiana*. We subsequently tested whether the presence of SCRM intensifies the interaction of MUTE (or SPCH) with BPC1/2. Strong YFP signals are reconstituted when non-fluorescent-protein-tagged SCRM is co-expressed with BPC1/2 and MUTE, but not SPCH (Fig. 4a). Thus, SPCH does not associate with BPC1/2 even in the presence of SCRM. Next, we performed in vitro quantitative binding kinetic assays of BPC1/2 with MUTE-SCRM heterodimers using BLI (Fig. 4b and Extended Data Fig. 7i,j). BPC1 and BPC2 associated very tightly with MUTE-SCRM (4.8 ± 1.6 nM and 11.0 ± 1.6 nM, respectively). In contrast, SPCH-SCRM heterodimers showed negligible interaction with BPC1/2 (Fig. 4b and Extended Data Fig. 7i,j). Combined, both our BiFC and BLI results suggest that BPC1/2 specifically function with the MUTE-SCRM module in the meristemoid stage exclusively.

**Fig. 4:**
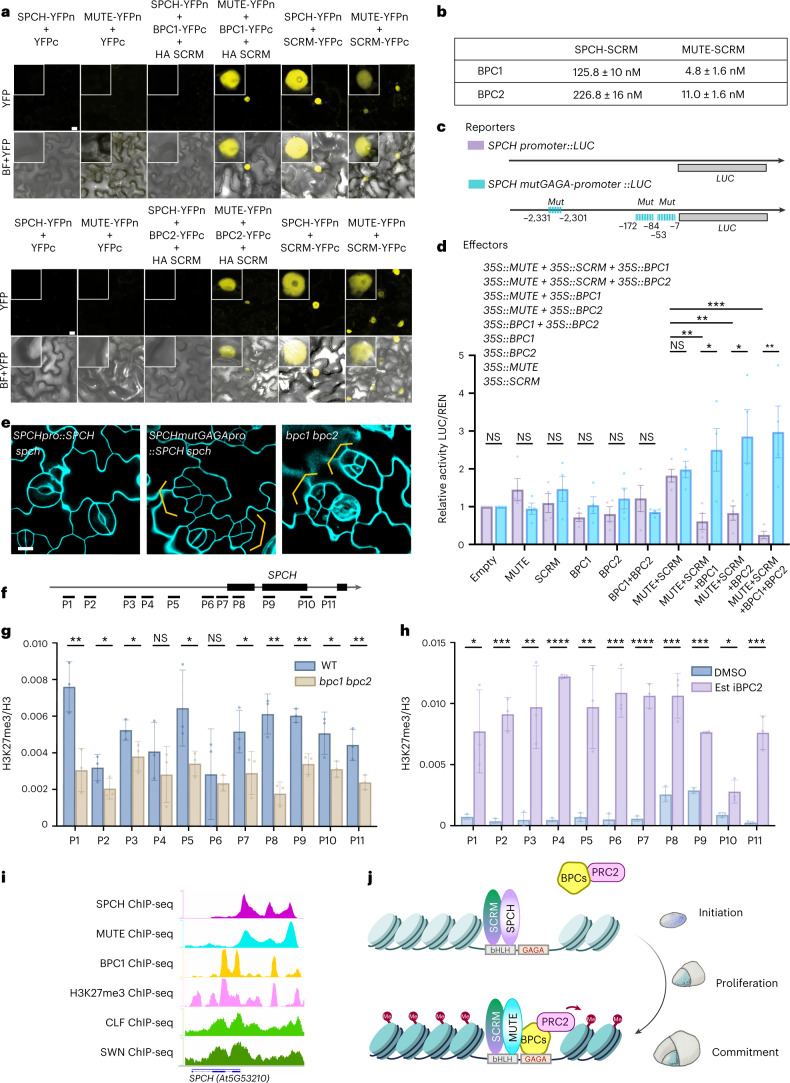
BPC1/2 physically interact with MUTE-SCRM to repress *SPCH* by recruiting H3K27me3. **a**, BiFC assay showing BPC1 and BPC2 physical interaction with MUTE-SCRM, but not with SPCH-SCRM. YFP, confocal imaging of YFP signal; BF, bright field. Inset: magnified image of a representative nucleus. Scale bar, 10 μm. The experiment was repeated independently three times. **b**, Table of *K*_d_ values calculated from BLI experiments that quantitatively analysed the interaction of BPC1 and BPC2 with SPCH-SCRM and MUTE-SCRM, individually. **c**, Schematics of dual-luciferase assays performed in this study. **d**, Dual-luciferase assays of *SPCH* promoter and *SPCH* promoter with mutation in BBR/BPC motif with individual or pairwise combinations of effector MUTE, BPC1, BPC2, BPC1 + BPC2 and SCRM. Relative luciferase activity (LUC/REN) was normalized against empty vector control. Error bars, s.e.m. (*n* = 3). **e**, Confocal microscopy images of *spch* mutant complemented by the introduction of *SPCHpro::SPCH* (left) and hyperactive entry divisions (orange brackets) by *SPCHmutGAGApro::SPCH* (middle), which resembles *bpc1 bpc2* (right) mutant epidermis. Scale bar, 10 μm. The experiment was repeated independently three times with similar results. **f**, Primer location of SPCH used for ChIP-qPCR analysis (Supplementary Table 8). **g**, ChIP assay of H3K27me3 accumulation level (normalized to H3 to control for nucleosome density) at the *SPCH* locus in the aerial part of 8-day-old WT and *bpc1 bpc2* double mutant. **h**, ChIP assay of H3K27me3 accumulation level (normalized to H3 to control for nucleosome density) at the *SPCH* locus upon estradiol induction compared to Mock. For **g** and **h**, Student’s *t*-test was performed for pairwise comparisons: *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.00005; NS, not significant. Error bars, s.e.m. (*n* = 3). **i**, Genome browser view of ChIP-seq profile of SPCH, MUTE, BPC1, CLF, SWN and H3K27me3 binding to the *SPCH* locus. ChIP-seq data adapted from ref. ^52,80^. **j**, Schematic model. The SPCH-SCRM module binds to the E-box in the *SPCH* promoter to initiate asymmetric divisions. At proliferation stage, the MUTE-SCRM module binds to the BBR/BPC (GAGA) motif mediated by BPC1/2 to terminate asymmetric division. Therefore, BPCs can recruit PRC2 complex to *SPCH* loci to alter chromatin structure through repressive histone mark deposition (Me, H3K27me3). Different combinations of lineage-determining transcription factors might specify the genomic sites that are responsible for cell-fate transition. See Supplementary Table 9 for all exact *P* values.

To unravel the mechanism of *SPCH* repression via BPC1/2, we harnessed dual-luciferase assays in *N. benthaminana* using the reporter *Luciferase* fused with a native *SPCH* promoter, which possesses three BBR/BPC (GAGA repeat) and bHLH motifs (Fig. 4c and Extended Data Fig. 7f,g). Individual introduction of BPC1, BPC2, MUTE and SCRM alone, as well as co-introduction of BPC1 and BPC2 together alone had negligible effects on *SPCHpro::Luc* activity. As expected, *LUC* activity was elevated when MUTE and SCRM were co-expressed, indicating that MUTE-SCRM heterodimers function as transcriptional activators (Fig. 4d). Strikingly, co-expression of BPC1, BPC2 or BPC1 BPC2, together with MUTE and SCRM, led to strong and significant repression of *LUC* activity (Fig. 4d). However, when GAGA repeats were mutated (*SPCHmutGAGApro::LUC*), *LUC* activities became derepressed, or even became higher, in the presence of BPC1/2 and MUTE-SCRM (Fig. 4d and Extended Data Fig. 7f,g). The results suggest that MUTE-SCRM, which can act as transcriptional activators, repress gene expression via BBR/BPC (GAGA repeat) *cis*-element-mediated recruitment through BPC1 and BPC2. We further tested whether BPC1/2 repress the transcriptional self-activation of *SPCH* by SPCH-SCRM heterodimer (Extended Data Fig. 7k,l)^34^. Strikingly, co-expression of SPCH-SCRM with BPC1 as well as BPC2 had no effects on the reporter *SPCHpro::Luc* activity (Extended Data Fig. 7k,l). The results support the hypothesis that BPC1/2 must be recruited by MUTE to repress *SPCH* expression. Lastly, we tested whether the *SPCH* promoter with mutated GAGA motif confers excessive SPCH activities. Indeed, whereas control *SPCHpro::SPCH* rescued the *spch* mutant to the wild-type phenotype, *SPCHmutGAGApro::SPCH* in *spch* led to excessive stomatal-lineage entry divisions, phenocopying the *bpc1 bpc2* double mutant (Fig. 4e). This finding provides in vivo evidence for the repression of *SPCH* by BPC1/2 via the BBR/BPC (GAGA repeat) motif.

How does BPC1/2 repress *SPCH* expression in cooperation with MUTE-SCRM? A recent study showed that plant Class I BPC proteins and animal GAGA-binding proteins function similarly in the recruitment of the Polycomb Repressive Complex 2 (PRC2)^41,51^. The BPC that binds to the BBR/BPC motif physically interacts with and recruits PRC2, and this recruitment is required for in vivo PRC2-mediated gene silencing through Histone H3 Lys27 trimethylation (H3K27me3)^41,51,52^. Whereas it is well recognized that transcription factors jointly recruit PRC2 to the *cis* elements, known as Polycomb response elements (PREs)^52–54^, it remains unclear how cell-state-specific open chromatins, specialized transcription factors and repressive histone mark deposition together drive the switch from proliferation to differentiation.

To address the hypothesis that PRC2 contributes to the repression of *SPCH* expression via recruitment through BPC1/2, we first evaluated the level of H3K27me3 deposition at the *SPCH* locus in wild-type vs *bpc1 bpc2* seedlings by ChIP-qPCR assays (Fig. 4f,g). In the wild-type seedlings, H3K27m3 was deposited in both the promoter and gene body of *SPCH*. In contrast, the level of H3K27me3 was significantly reduced in *bpc1 bpc2* mutants (Fig. 4g). Next, we explored the level of H3K27me3 deposition at the *SPCH* locus upon induced *BPC2* overexpression, which confers stronger *spch*-like phenotype (Fig. 3c,d). Notably, the enrichment level of H3K27me3 was significantly increased in the promoter and gene body, especially around BBR/BPC motifs near TSS (Fig. 4h). Consistently, publicly available ChIP-seq data of BPC1 and H3K27me3^52^ showed nearly identical binding peak patterns within the *SPCH* locus at the proximity of SPCH and MUTE binding peaks (Fig. 4i). Furthermore, robust binding peaks of PRC2 components, CURLY LEAF (CLF) and SWINGER (SWN) are detected in the *SPCH* locus (Fig. 4i). Taken together, we conclude that BPC proteins recruit PRC2 to the *SPCH* locus via BBR/BPC motifs and consequently represses *SPCH* expression by catalysing the repression histone marks (H3K27me3) to drive stomatal cell-state transition from proliferation to differentiation, together with MUTE (Fig. 4j).

## Discussion

In this study, we have revealed chromatin accessibility dynamics and obtained the lexicon of *cis*-regulatory codes during stomatal cell-lineage progression. Integration of INTACT ATAC-seq and ChIP-seq of SPCH and MUTE highlighted BBR/BPC (GAGA repeat) and bHLH (E-box) motifs as early-lineage co-CREs (Figs. 1 and 2). By taking the multi-faceted approaches of molecular-genetic, biochemical and biophysical quantitative TF-TF and TF-DNA interaction assays, we demonstrate that a bHLH heterodimer, MUTE-SCRM, cooperates with BPC1/2 to achieve cell-fate commitment (Figs. 3 and 4).

Whereas chromatin accessibility and SPCH/MUTE binding sites are largely similar within the early stomatal lineage (Fig. 1d), our work suggests the occurrence of drastic changes in core TF complex behaviours. During proliferation, negligible association of BPCs with SPCH-SCRM probably permits SPCH to bind to the E-box and activate downstream gene expression for the asymmetric proliferating divisions. Upon commitment to differentiation, tight heterotypic interactions of BPCs with MUTE-SCRM probably usher this bHLH heterodimer to BBR/BPC motifs within desired genomic locations, as gated by chromatin accessibility, thereby facilitating a smooth transition of gene expression programmes into the GMC state (Fig. 4j).

Such heterotypic TF complex is also observed during cardiogenesis, hematopoiesis and myogenesis^9,55–59^. For instance, heterotypic TF interactions among the T-box TF TBX5, the homoeodomain TF NKX2-5 and the zinc finger TF GATA4 not only coordinate cardiac gene expression, differentiation and morphogenesis, but also mutually limit their potential from binding to developmentally irrelevant regulatory elements in a given context^9,55^. In another example, the heterotypic complex of myogenic bHLH proteins, Myo-D, and the myocyte enhancer MADS domain TF MEF2 also cooperatively regulate initiation of myogenesis^60–63^. Versatile heterotypic TF interactions with combinatorial CREs may serve as a paradigm for gene expression programmes driving cell-state transition while preventing activation of lineage-inappropriate genes.

BPCs are known to recruit PRC2 to deposit repressive histone marks^41,51,52^. We propose that these BPC-mediated epigenomic changes ‘lock in’ the paths to stomatal differentiation. Indeed, BPC1/2 are necessary and sufficient for H3K27me3 depositions within the *SPCH* locus (Fig. 4d,g,h). This is consistent with the previous findings that dysregulation of the H3K27me3 marks is associated with stomatal guard-cell reprogramming^35^. The stomatal-lineage chromatin accessibility sites undergo major reorganizations at or after the commitment stage (Fig. 1d,e). Thus, BPC1/2-MUTE-mediated epigenomic changes are probably followed by genome-wide chromatin remodelling. Our study suggests that timely upregulation of *MUTE* may be critical for ultimately driving the epigenomic landscape switch to stomatal differentiation. Previous molecular-genetic studies have suggested the role for the HD-ZIP IV family and other candidate transcription factors in promoting *MUTE* expression^64,65^. Yet, the direct mechanism of action remains unexplored. In any event, how differential actions of heterotypic TF groups, complexed with chromatin modifiers, guide the developmental progression at the atomic level is a future question to address.

## Methods

### Plant material and growth conditions

All plants used in this study are from *Arabidopsis thaliana* Columbia (Col-0) ecotype background. Seeds were stratified for 3 d at 4 °C and grown on half-strength Murashige and Skoog (½ MS) agar plates with 1% (w/v) sucrose. Plates were then placed under continuous light condition (24 h light, 80 µmol m^−2^ s^−1^) at a constant temperature of 21 °C. The following mutants and transgenic *Arabidopsis* lines have been described previously: the plasma membrane GFP marker Lti6b^66^; *bpc1‐1*, *bpc2, bpc1‐1 bpc2* series^40^; *iSPCH* and *iMUTE* estradiol-inducible lines^29^; *spch-3*^24^; *MUTEpro::nucYFP*^67^; *SPCHpro::SPCH-GFP*^23^

### Molecular cloning and generation of transgenic plants

Transgenic plants for INTACT carry two transgenes: (1) a constitutively expressed biotin ligase (*ACT2pro:BirA*) and (2) cell-type-specific-expressed Nuclear Tagging Fusion (NTF) protein containing a fusion of WPP nuclear envelope-targeting domain, a red fluorescent protein (RFP) for visualization and the biotin ligase recognition peptide (BLRP)^3^. To generate stomatal cell-state-specific NTF expression constructs, we implemented two modifications to a published vector^3^. First, the GFP cassette was replaced by RFP for enabling co-expression with existing GFP marker lines. Second, the R4L1 Gateway cloning system was adopted for rapid cloning^68^. For this purpose, NTF was cloned into modified L1L2 Gateway vector, pKUT612, and stomatal-lineage promoters (*AtML1, SPCH, MUTE, FAMA* and *GC1*) were cloned into pENTR 5′ TOPO system (Invitrogen). Three-way Gateway reaction was performed to generate *AtML1pro::NTF, SPCHpro::NTF, MUTEpro::NTF, FAMApro::NTF* and *GC1pro::NTF* constructs. These constructs were transformed into *Agrobacterium* GV3101(pMP90), and transgenic plants were generated by Agrobacterial floral dipping. At least 20 independent transgenic lines per construct were screened for monogenic segregation of transgene and specific expression patterns of RFP in protodermal and stomatal-lineage cells. The selected lines were crossed into established *ACT2pro::BirA* line^3^. The double homozygous lines were propagated to obtain a large quantity of seeds. For investigating the expression pattern of BPC1 and BPC2 during stomata development, *BPCpro1::BPC1-YFP* and *BPC2pro::BPC2-YFP* were generated by three-way Gateway reaction. Each promoter and gene body of *BPC* family was amplified and cloned into the pENTR 5′-TOPO and pENTR D-TOPO system (Invitrogen), and cloned into R4pGWB540^68^. The constructs were then transformed into the *Agrobacterium* strain GV3101, and transgenic plants were generated by Agrobacterial floral dipping. T1 plants were used in this study. For dual-luciferase transient assay, the double reporter vector and effector vector were generated. The double reporter includes an internal control REN (*Renilla* luciferase) driven by the 35S promoter of Cauliflower mosaic virus (CaMV) and firefly luciferase (LUC) driven by promoter of *SPCH* (−2,997 to −1) and promoter of *SPCH* (−2,997 to −1) with mutated GAGA motif (−2,331~−2,301, −172~−84, _53~−7). To construct the effector vector, the CDS sequence of each BPC family was amplified using Phusion Polymerase and cloned into pENTR D-TOPO. Using LR Gateway Recombination cloning methods, *35S*::*BPC1* and *35S*::*BPC2* were generated. For BiFC assays, split YFP constructs were generated by cloning the gene of interest into either the 35S::pSPYNE vector, which contains the N terminal of the EYFP protein or 35S::pSPYCE vector, which contains the C terminal of the EYFP protein using LR Gateway Recombination cloning methods^69^. The constructs were then transformed into the *Agrobacterium* strain GV3101, and co-infiltrated along with the reporter plasmid into *N. benthamiana* leaves. *SPCHpro::SPCH* and *SPCHmutGAGApro::SPCH* were also generated by three-way Gateway reaction. The promoter of *SPCH* (−2,997 to −1), promoter of *SPCH* (−2,997 to −1) with mutated GAGA motif (−2,331~−2,301, −172~−84, _53~−7) and the gene body of *SPCH* were cloned into the pENTR 5′-TOPO and pENTR D-TOPO system (Invitrogen), and then cloned into R4pGWB504^68^. For detailed information on plasmids generated in this study, see Supplementary Table 7. For a complete list of primer sequences used for cloning in this study, see Supplementary Table 8.

### Nuclei purification

Total nuclei were extracted from 3-day-old whole seedlings^70^. Briefly, 4–5 g of fresh tissue was harvested and finely ground in liquid nitrogen using a mortar and pestle. The resulting fine powder was transferred into 40 ml NPB (nuclear purification buffer containing 20 mM MOPS, 40 mM NaCl, 90 mM KCl, 2 mM EDTA pH 8, 0.5 mM EGTA, 0.2 mM Spermine, 0.5 mM Spermidine and protease inhibitor ×1) (Sigma 11873580001). The homogenized sample was filtered through a 120 µm mesh, then through a 70 µm mesh and lastly through a 40 µm mesh (Component Supply, U-CMN-120, 70, 40), and spun at 2,000 *g* for 10 min at 4 °C. The pellet was gently resuspended in 1 ml NPB, followed by incubation with streptavidin-coated Dynabeads (Invitrogen, 11205D, 00600299) for 30 min at 4 °C. The bead-nuclei mixture was gently washed in NPBt (NPB supplemented with 0.1% Triton X-100). After washing 3–4 times with NPBt, the bead-nuclei mixture was resuspended back in NPB. All steps were performed at 4 °C on ice. A fraction of the bead-nuclei mixture was subjected to DAPI staining (Sigma-Aldrich, D9542) and subsequently counted under a fluorescent microscope (Leica M165FC, Leica) to estimate the recovery of cell-state-specific nuclei as well as confirm the presence of intact nuclei. For the initial quality control (QC) of the INTACT method, qRT-PCR was performed to assess the fold change of *RFP* transcripts before and after Streptavidin-based affinity purification.

### ATAC-seq

All nuclei for ATAC-seq were freshly purified and never frozen. Transposition and library construction were performed as previously described^70^. In brief, 30,000 purified nuclei were used in each 50 µl transposition reaction for 30 min at 37 °C, with agitation using Nextera reagents (Illumina; FC-121-1030, 20191675). Transposed DNA fragments were purified with MinElute PCR purification kit (Qiagen, 28006) and then amplified using High Fidelity PCR Mix (NEB, M0541, 0061704) with custom bar-coded primer for 8–11 total PCR cycles. Amplified ATAC-seq libraries were purified using AMPure XP beads (Beckman Coulter, A63880, 16682800) and analysed using an Agilent 2100 Bioanalyzer to assess DNA quality as well as fragment size distribution before sequencing. INTACT ATAC-seq libraries were prepared using Nextera standard workflow and paired-end read (2 × 35 bp) in length on an Illumina Nextseq 400 system.

### ChIP

ChIP experiments were performed as previously described^47^, with minor modifications. The following antibodies that had previously been used for immunoprecipitation in *Arabidopsis* were used: anti-H3K27me3 (07-449, Millipore, 3669239) and anti-H3 (Abcam, ab17910), GR3398313-1 for *bpc1 bpc2*, *iBPC1* and *iBPC2* seedlings. For quantification of enrichment of H3K27me3 at *SPCH* loci, qPCR was performed and the enrichment of H3K27me3 was normalized to histone H3 to control for nucleosome density.

### ATAC-seq QC metrics

Enrichment at transcription start sites was computed as previously described^71^. Briefly, Tn5 cutcounts were summed at 1,000 bases up and downstream of all transcription start sites using the bedtools coverage function, and TSS enrichment was computed by taking, at each position, the ratio of cutcounts relative to the average cutcount in the flanking regions (100 bp average on either side). For all samples, TSS enrichment values showed a peak at the centre relative to the flanks. Cutcount values were normalized with DESeq2^72^ and used to compute pairwise sample correlations. Irreproducible discovery rate (IDR) was computed using the ‘idr’ package in R^73^.

### Peak calling and analysis across the stomatal development trajectory

Samples were sequenced on the Illumina NextSeq platform. Raw reads were mapped to the *Arabidopsis* genome (TAIR10 build) using bowtie2 with parameters defined using the --sensitive flag. Reads mapping to centromeric regions were removed. Reads were converted to bed format using bedtools and cut positions of all fragments <2,000 bp were determined from the endpoints of each fragment. Transposition events were aggregated for each sample using bedtools genomecov. Peaks were called using MACS2 with these parameters (macs2 callpeak -t your.bam -n yourbasename -f BAM --nomodel --shift −20 --extsize 150 --call-summits -g 1.3e08 -q 0.01 --bdg --outdir yourdir). We generated a union list of all THS peaks identified among stomatal-lineage samples combined with a previously published list of open chromatin regions from several *Arabidopsis* samples^10,11^. We were primarily interested in quantitative differences in accessibility in putative regulatory sites in the genome, hence we first merged the coordinates of the peak calls in the INTACT samples with previously identified regulatory sites^10^ using the bedtools merge function. This approach ensured that all samples were analysed using the same feature set and is akin to approaches used in single-cell ATAC-seq^74^ where regulatory sites (or peaks) are determined from combined data, but the counts, or quantitative measure of accessibility, are assessed per cell. The bedops function ‘bedmap’ (default parameters) was used to count the number of transposition events within each peak in each sample. Cutcounts per peak from each sample were combined and, to account for differences in total reads per sample, were normalized using the estimateSizeFactors() function in DESeq2 (R). We then used the Impulse software implementation within the DEseq2 framework^75^ to identify peaks whose cutcounts changed as a function of stomatal-lineage development (ordered: Proto → MMC → M → GMC → GC).

### Motif enrichment and clustering analysis

Using position weight matrices from a genome-wide in vitro binding study by DNA affinity purification sequencing (DAP-seq), we used FIMO to search for significant (adjusted *P* < 1 × 10^−5^) matches for each motif in accessible sites^36,37^. The output of this motif scan was used to generate a matrix that counts instances of each motif within each accessible site. Of 65,351 accessible sites, 58,478 (89.5%) had a significant motif match by FIMO. A high-dimensional matrix was generated that contains, for each THS peak, the number of counts for each motif identified in that region. The motif × peak count matrix was normalized according to the total size (in bp) of each peak, using size factors in the cell count data set object. The matrix was passed into Monocle3^14^, where we used UMAP dimensionality reduction (hyperparameters: min_dist = 0.01, n_neighbors = 25L), and the Leiden algorithm for identifying clusters of peaks with similar motif content. We examined the differentially accessible sites alone (Fig. 2e), and used the top_markers() function in Monocle3 to identify motifs with significant enrichment (adjusted *P* < 0.05) in MMC + M accessible sites vs GMC + GC accessible sites^14^. Differentially abundant motifs were analysed in peak clusters using the fit_models() function, which is a regression approach. We also grouped motif counts from THS peaks that showed differential accessibility in the ELC and compared those to motif counts in the PCCa; individual motifs were ranked according to their log_2_-fold enrichment in their respective cell-type-specific groups relative to the abundance of those motifs in ‘all’ THS peaks. Motif analyses of SPCH ChIP-seq and MUTE ChIP-seq were carried out by extracting the ±100 bp sequences from the peak centre and enriched motifs were identified using HOMER. Most statistically significant motifs were used for further analysis.

### UMAP analysis of total motif content in THSs

Output tables from the FIMO^36^ scan of DAP-seq motifs across stomatal THSs were used to generate a count matrix of all significant (*P* < 1 × 10^−5^) motif instances found across all THSs.To prevent artificial inflation of counts for motifs containing repetitive sequences, motifs only received a single count if they occurred more than once in a single THS. The count matrix was processed using Monocle3, where a size factor adjustment on motif counts for each THS was computed according to its length to minimize effects of THS size in subsequent calculations. The matrix was pre-processed using 10 PCA dimensions using the preprocess_cds() function, and subsequently fed into UMAP (hyperparameters: min_dist = 0.2, n_neighbors = 25) using the reduce_dimensions() function. Clusters of THS were identified using the cluster_cells() function with resolution = 1 × 10^−5^.

### Induced overexpression and quantitative RT-PCR

Homozygous transgenic lines for *iBPC1* and *iBPC2* were held at 4 °C for 4 d and then transferred to ½ MS media containing 10 μM Estradiol (Sigma, E8875) or DMSO (mock). Total RNA was isolated using (Millipore Sigma STRN50-1KT) and a DNase I digestion (Millipore Sigma DNASE70-1SET) was performed on column during the extraction according to manufacturer instructions. RNA (1 μg) was converted to complementary DNA using the iScript cDNA synthesis kit (Bio-Rad) following the manufacturer’s instructions. First strand cDNA was diluted 5-fold in double distilled water and used as a template for real time qPCR. qRT-PCR was performed as described previously^67^. For each experiment, three technical replicates were performed. Relative expression was calculated in relation to *ACTIN2* expression. See Supplementary Table 8 for details on the primer sequence used for qRT-PCR.

### Dual-luciferase transactivation assay

*N. benthamiana* was used for dual-luciferase assays in this study, as described previously^64^. A 35S- minimal promoter (−50 to −2) was fused with a firefly luciferase gene for basal gene expression. Promoter regions from *SPCH* (−2,998 to −1) and their mutated GAGA-motif version, were fused with *LUC* to generate reporter constructs. *CaMV35Spro::Ren* (*Renilla* luciferase) was used as a control. *Agrobacterium* carrying both effector and reporter constructs were infiltrated into 4–5-week-old *N. benthamiana*. At 5 d after infiltration, firefly and *Renilla* luciferase activities were assayed sequentially from a single sample using the Dual-Glo Luciferase Assay System kit (Promega, E2920). The assay was performed using a GloMax 96 microplate luminometer (Promega). See Supplementary Table 7 for detailed information on plasmids in this study.

### BiFC

BiFC assays were performed following a previously described method. Full coding sequences of *BPC1*, *BPC2*, *MUTE* and *SCRM* were inserted into a 35S::pSPYNE or 35S::pSPYCE Gateway recombination vector. The constructs were then transformed into the *Agrobacterium tumefaciens* strain GV3101 (pMP90). Cultured *Agrobacterium* in LB media were spun down and resuspended in infiltration buffer (10 mM MgCl2, 10 mM MES (pH 5.6) and 150 μM acetosyringone). Bacterial culture densities were adjusted to a final optical density at 600 nm (OD_600_) of 1.0, and the cell suspension was incubated at room temperature for 4 h before infiltration. Equal volumes of cultures carrying the corresponding complementary pair of BiFC constructs (YFPn and YFPc), along with a silencing suppressor plasmid-p19, were then co-infiltrated into 5-week-old *N. benthamiana* leaves. Leaf discs were collected 3 d after agro-infiltration. Capture of fluorescence images was performed using the sp8 Stella microscope (Leica). Images were captured from different regions of each inoculated leaf, and from at least two leaves per experiment. During post-acquisition processing, the images from each experiment were treated identically.

### Confocal microscopy

All confocal microscopy images were taken using a Zeiss LSM700, Leica SP5-WLL or Leica Stellaris 8 Falcon confocal microscope. Cell peripheries were visualized by staining with propidium iodide (Molecular Probes) with excitation at 619 nm and emission at 642 nm. Excitation at 488 nm and emission at 500–515 nm were used for visualizing the GFP signal, and excitation at 488 nm and emission at 490–546 nm were used for the YFP signal. For the Leica SP5-WLL, a HyD detector was used. The confocal images were false coloured, and their brightness/contrast were uniformly adjusted using Photoshop CS6 (Adobe).

### Quantitative analysis of stomata and stomatal-lineage cells

Stomatal density (number of stomata per mm^2^), SI and stomatal cluster distribution were quantified as described previously^76^. Quantitative analysis of stomatal cells was also performed as described previously^77^. Abaxial cotyledon epidermis from 8-day-old *Arabidopsis* seedlings was used for quantitative analysis of stomatal-lineage cells. All cell outlines in the image needed to be visible without damage. After adjusting brightness and contrast, cell outlines were filled manually. The different cell types were counted using ImageJ and processed with a script 36 that automatically quantify their surface areas. All images were taken using the Zeiss LSM700 confocal microscope.

### Yeast one-hybrid screen

Tandemly repeated DNA of THS motifs specific to SPCH/MUTE THSs (THS23375, 3X THS64787 and 5X THS61260) were commercially synthesized and sequence confirmed. The inserts were cloned into pHISi^45^. Subsequently, a high-throughput yeast one-hybrid screen was performed, employing 96-well plates and a robotic instrument; the library consisted only of *Arabidopsis* transcription factor genes, based on a previously described method^45^ as briefly described below. The promoter-reporter constructs (Pro::*HIS3*/pHISi) were individually integrated into the *URA3* locus of the YM4271 yeast strain (Clontech/Takara Bio) first to prepare the reporter yeast. Then their background activity was measured by spotting vector-transformed reporter yeast onto His-lacking media containing various concentrations of HIS3 inhibitor, 3-amino-1,2,4-triazole (3-AT, Sigma-Aldrich/Merck). The screens were performed in two steps using an automated robot (Freedom Evo 100, Tecan) against a prey library consisting of individually cloned, coding-region-only, sequence-verified clones for 1,736 genes for *Arabidopsis* transcription factors in pDEST-GADT7 vector^78^. The first assay was performed against the array of pools consisting of up to 6 prey clones, and the second assay was against single clones of the positive pools from the first assay. The extent of positiveness was classified manually into degrees of 1, 2 and 3 by a technical expert. After the secondary assay identified BPC proteins, the reporter yeast strains were re-transformed with prey BPC plasmids to confirm the interactions.

### Recombinant protein expression and purification

*A. thaliana* SCRM (ICE1) (1-494) was cloned into pGEX-4T-1 vector with an N-terminal GST tag and a thrombin cleavage sequence and MUTE (1-202), BPC1 (1-283) and BPC2 (1-279) were cloned to pET28a vector with N-terminal His tag. For protein expression, the constructs were transformed into *E. coli* strain BL21. For each transformant, a single clone was selected and incubated in 5 ml LB liquid medium. The overnight-incubated *E. coli* suspensions were transferred to 1 l LB medium and incubated at 37 °C for around 2 h until the OD_600_ reached 0.4–0.6. The isopropyl *β*-d-1-thiogalactopyranoside (0.25 μM of final concentration) was added to the cultures and the strains were incubated at 25 °C for a further 16 h.

GST-fused proteins were purified using glutathione agarose resin, and His tag proteins were purified using Ni-NTA agarose resin. The soluble portion of the cell lysate was loaded onto a GST-Sepharose column. Non-specifically bound proteins were removed by washing the column with 20 mM Tris pH 8.0 and 200 mM NaCl. The bound GST-fused protein was eluted with 10 mM glutathione, 20 mM Tris and 200 mM NaCl (pH 8.0). The GST-fused proteins were exchanged with phosphate-buffered saline buffer, and then the solution was treated with 50 μg of thrombin for 10–12 h at 16 ^ο^C. The GST portion of the protein was cleaved during thrombin digestion, and then the whole solution was reloaded onto the glutathione *S*-transferase column to obtain pure protein. The purified proteins were further purified by gel filtration on a Superdex-200 (GE) column using fast protein liquid chromatography and phosphate buffer (pH 7.2) as the eluent. BPC1, BPC2 and MUTE N-terminal His tagged proteins were purified using an Ni-NTA column, followed by gel filtration on a Superdex-200 (GE) column using fast protein liquid chromatography and phosphate buffer (pH 7.2) as the eluent.

### Biotinylation of DNA oligomers

DNA oligomers were biotinylated at the 3′ end with a DNA 3′-end biotinylation kit (Pierce, Thermo Fisher). In a typical 100 ml reaction, about 50 nM of purified DNA was mixed with Biotin-11-UTP and terminal deoxynucleotidyl transferase (TdT) in the reaction buffer. After incubation of the mixture at 37 °C for 30 min, the reaction mixture was washed with an excess amount of chloroform: isoamylalcohol (24:1) mixture to remove TdT, and then purified DNA was collected from the aqueous phase. To prepare the dsDNA, 3′-biotin-E-box/GAGA oligos, biotinylated samples were annealed to its complementary strand in 1x binding buffer (PBS buffer pH 7.3) at 90 °C for 5 min and cooled to room temperature.

### BLI

The binding affinities of the BPC1 and BPC2 proteins with SCRM, SPCH, MUTE, SCRM-MUTE heterodimer and SCRM-SPCH heterodimer were measured using the Octet Red96 system (ForteBio, Pall Life Sciences) following the manufacturer’s protocols. The optical probes coated with Ni-NTA were first loaded with 500 nM His tagged BPC1 and BPC2 before kinetic binding analyses. The experiment was performed in 96-well plates maintained at 30 °C. Each well was loaded with 200 μl reaction volume for the experiment. The binding buffer used in these experiments contained 1× PBS supplemented with 0.02% Tween 20. The concentrations of the SCRM, SPCH, MUTE, SCRM-MUTE heterodimer and SCRM-SPCH as the analyte in the binding buffer were 200 nM, 100 nM, 50 nM, 25 nM, 12.5 nM, 6.25 nM and 3.12 nM. There was no binding of the analytes to the unloaded probes as shown by the control wells. Binding kinetics to all seven concentrations of the analytes were measured simultaneously using default parameters on the instrument.

The binding affinities of the SCRM-SPCH, SCRM-MUTE, BPC1 and BPC2 proteins with biotinylated GAGA and E-box repeats of nucleotides were measured using the Octet Red96 system. The optical probes coated with streptavidin were first loaded with 1 nM GAGA motif/E-box motif before kinetic binding analyses. The experiment was performed in 96-well plates maintained at 30 °C. Each well was loaded with 200 μl reaction volume for the experiment. The binding buffer used in these experiments contained 1× PBS supplemented with 0.02% Tween 20. The concentrations of the BPC1, BPC2, SCRM-SPCH heterodimer and SCRM-MUTE heterodimer as the analyte in the binding buffer were 500 nM, 250 nM, 125 nM, 62.5 nM, 31.25 nM, 15.62 nM and 7.81 nM. Binding kinetics to all seven concentrations of the analytes were measured simultaneously using default parameters on the instrument. The data were analysed using the Octet data analysis software. The association and dissociation curves were fit with the 1:1 homogeneous ligand model. The kobs (observed rate constant) values were used to calculate the dissociation constant (*K*_d_), with steady-state analysis of direct binding.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Tables Supplementary Table 1. INTACT ATAC-seq library seq information. Table 2. Stomata union THS peak coordinates. Table 3. Dynamic THSs peak coordinates. Table 4. SPCH ChIP-seq peak and target gene with bHLH and BBR/BPC motif. Table 5. MUTE ChIP-seq peak and target gene with bHLH and BBR/BPC motif. Table 6. ELC and PCC THSs list bound by either SPCH or MUTE. Table 7. Plasmid construct generated or used in this study. Table 8. Primers and DNA fragment sequence used for this study. Table 9. Exact *P* values for statistical analysis.

## Data Availability

The INTACT ATAC-seq NGS data are available at NCBI GEO (accession number: GSE190753).

# Supplementary material for: Dynamic chromatin accessibility deploys heterotypic cis/trans-acting factors driving stomatal cell-fate commitment
**Source:** Nat Plants. 2022 Dec 15;8(12):1453–66. doi: 10.1038/s41477-022-01304-w
**Supplement:** Supplementary file 1 — Reporting Summary

Last updated by author(s): Oct 24, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used in data collection; ATAC-seq datasets were generated in this study.

Data analysis Processing ATAC-seq data: bcl2fastq (v2.18), bowtie2 (v2.4.1), bedtools (2.25.0), MACS2 (2.1.1.), Dynamic peaks: ImpulseDE2 (v1.11.0). Motif analysis was conducted using modified Monocle3 (v1.0.1) pipeline in R(v4.0.2); code and data files can be found at <https://github.com/ToriiLab/Stomatal-Lineage-ATAC-seq>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files. All the sequencing data generated in this work has been deposited to NCBI GEO (accession number: GSE190753). Analysis pipelines and data files can be found at Github (<https://github.com/ToriiLab/Stomatal-Lineage-ATAC-seq>).

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on similar studies in this field. For stomatal index analysis, the sample size was at least 6. For ATACseq, no explicit sample-size calculation was performed for number of seedlings, but individual-INTACT-ATACseq protocols were optimized to sample enough seedling to capture enough lineage specific nuclei between 20,000-60,000 |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | All experiments were performed using at least two biological replicates with at least three technical replicates with highly reproducible results. INTACT ATAC-seq on tissues of various genotypes were performed at least 3-4 replicates.                                                                                                                               |
| Randomization   | Plants for all phenotypic characterization were randomly chosen among each genotype population. Positions of plants in pots and petri dishes were exchanged every day to minimize the effect of environmental variability in the growth room.                                                                                                                            |
| Blinding        | No blinding was performed in this study. This is because blinding requires mixing seeds of different genotypes (mutants and transgenic lines), which could lead to a risk of mislabeling.                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3K27me3 (07-449, Millipore, Lot 3669239) and anti-H3 (Abcam ab17910, Lot GR3398313-1 are used for ChIP. Both of them are used 1:1000 dilution                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Validation      | anti-H3K27me3 and anti-H3 antibodies were commercially available and the data sheets were provided by companies. These antibodies are recommended for IP (Immunoprecipitation) assay including ChIP. Both antibodies were described in a previous publication (Kim et al.,2021 and Xiao et al.,2017)<br><a href="https://www.abcam.com/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html">https://www.abcam.com/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html</a><br><a href="https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM_NF-07-449">https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM_NF-07-449</a> |

How the deposited data were processed for this re-analysis (not part of the article)

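ATAC-seq measured accessible chromatin in nuclei isolated by INTACT from 3-day-old Arabidopsis seedlings. There were 16 libraries in 5 groups, with 3 for Proto, 3 for MMC, 4 for M, 3 for GMC and 3 for GC. Libraries were assigned to a cell state and a replicate number by their labels alone. A further value column of the deposited table matched no library of the series and was not used.

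According to the paper, the authors mapped paired-end reads to TAIR10 with bowtie2, removed centromeric reads and took cut positions from the ends of fragments. The authors called peaks with MACS2 and merged them with published open regions into a single list of THSs. The signal values of the deposited table are, according to the authors, transposition events counted on each THS with bedmap and scaled by the authors with size factors from DESeq2. The values were checked against this description. In each library 100% of the values were whole multiples of a single step, and the steps gave the size factors, so the values are cutcounts after division by 1 factor per library. They are called scaled cutcounts. Dynamic THSs were found by the authors with ImpulseDE2, which was not repeated.

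Cutcount totals per library on THSs lay between 5794258 and 10180450 in Proto, 4633150 and 7144615 in MMC, 3412226 and 13596509 in M, 5015251 and 7593630 in GMC, and 5485785 and 8452825 in GC. Reads per library, from Supplementary Table 1, lay between 3760672 and 30380522.

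The reference was checked before use. Chromosome lengths of the TAIR10 genome hold all 65351 THSs, and for 421 of 449 dynamic THSs the nearest gene that Supplementary Table 3 lists starts within 5000 bp of the THS midpoint.

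Values were raised by a pseudocount of 1 and put on the log2 scale. They were fitted with limma 3.58.1 in R 4.3.3, with a mean for each of the 5 states, lmFit, and eBayes with trend and robust set. No filter was applied, since every THS had a cutcount in some library. A test of 5 means asked whether a THS differed between states, and contrasts compared MMC and M with GMC and GC, the successive states, and each state with the mean of the other 4. All p-values were adjusted over the 65351 THSs by the Benjamini-Hochberg method, with a threshold of 0.05, and the count at an unadjusted p under 0.0005 was added because the paper uses that threshold. A test on counts had been planned before the data were examined. The values turned out to be scaled, and a check on the recovered cutcounts refused some libraries, in which the smallest value was larger than a single step. For that reason limma on log2 values took its place.

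Named THSs were chosen by a rule set before the data were examined. For the genes of the INTACT promoters, SCRM, ERECTA, ACT2, EPF2, BASL, POLAR, TMM, BPC1 and BPC2, the rule takes the THS with the most cutcounts among those that overlap the 3000 bp upstream of the gene start, some of which also span that start, and, where needed, in the gene body. It adds the THSs of the yeast one-hybrid screen. It also adds, in each direction of the comparison of MMC and M with GMC and GC, the 3 THSs with the largest fold change among those past an adjusted p of 0.05 whose MMC and M libraries all lie on one side of the GMC and GC libraries. Other THSs are named as chosen after their values were seen.

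Motifs were searched as exact words in the reference sequence of each THS on both strands, with GAGAGAGA for the GA repeat, CACGTG for the E-box and WGATAR for the GATA site. Peak overlap used the SPCH and MUTE peaks of Supplementary Tables 4 and 5 and at least 1 shared bp. Odds ratios were tested with Fisher's exact test. Shares have Wilson 95% confidence intervals. Correlations across libraries were tested by permutation, with all permutations for fewer than 10 libraries and 100000 otherwise. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9, and tables were read in R with data.table 1.17.8.

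The alternatives chosen before the data were examined were TMM scaling, scaling by reads per library, loess normalization, at least 10 cutcounts in every library, the replicate number as a factor, FRiP as a covariate, a fit of only the states compared, leaving out each library in turn, other words and windows for the motifs, other overlap and annotation rules, a threshold of 0.01 for the calls, the paper's own 455 dynamic THSs in place of the calls, log2 values for the correlation between replicates, and leaving out the THSs of the INTACT promoters. Those chosen after seeing the data were pseudocounts of 5 and 0.5 in the limma fits, limma without trend and robust, covariates for cutcounts and for signal-to-noise, lowess correction for GC content and for THS length, comparison within groups of equal length and cutcounts, the correlation without the 10 THSs with the largest values, and the co-occurrence of motifs in a window of 150 bp. A pseudocount of 5 had been chosen beforehand only for the range and the centred correlation.

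The fit was tested on simulated data of 65351 THSs in the same design, of which 200 were changed. At an adjusted p under 0.05, 85% of the changed THSs were recovered by contrasts and 71.5% by the test of 5 means. Of the 100 changed by 2 on the log2 scale 100% were recovered, and 5 unchanged THSs were called. With no change simulated, 0 THSs were called. The simulated noise was independent between THSs and libraries, with the same spread in all states. It held no shift shared by many THSs of a library, so it cannot show how many false calls such shifts would give in the real fits.

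Gene ontology, UMAP clusters, RWP-RK and NLP motifs and the enrichment at transcription start sites were not analysed here.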

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

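Alternatives with pseudocounts of 5 or 0.5 in the limma fits, limma without trend and robust, covariates for cutcounts or signal-to-noise, corrections for GC content or length, comparison within 5 groups each of length and cutcounts, the correlation without the 10 largest THSs, and the tests of motif co-occurrence were chosen after the results were seen. The cause of a change was not tested unless stated. Apart from fits that left out 1 library, a result was compared with an alternative 251 times. In 185 it kept its direction and its side of the threshold, or moved by less than the spread between replicates or, for a count, by less than 1.5 times. Of the others 51 moved, 13 lost their adjusted or unadjusted p under 0.05 and 2 reversed.

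The log2 fold changes of the SPCH and FAMA promoter THSs stayed past the threshold under every alternative run, from 3.42 to 3.98 for SPCH and from 3.16 to 3.98 for FAMA. Those of AtML1 (1.67 to 1.87), MUTE (2.66 to 3.38) and GC1 (1.19 to 1.80) kept their direction, with the exceptions named here. The difference in log2 range between the dynamic THSs higher in MMC and M and those higher in GMC and GC stayed between -0.55 and -0.27. The odds ratios stayed between 5.50 and 43.6 for SPCH peaks, 3.11 and 10.7 for MUTE peaks, and 2.27 and 20.2 for the GA repeat. For SPCH peaks no odds ratio could be computed with the paper's 455 dynamic THSs, since 0 of the 194 that are higher in GMC and GC by the values of Supplementary Table 3 overlapped a listed peak. The test with DESeq2 that had been set beforehand was not run. Whole cutcounts could be recovered with the size factors, so scaling alone did not rule it out. A check on the recovered cutcounts refused some libraries, in which the smallest value was larger than a single step.

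Scaling by the reads that Supplementary Table 1 lists, which do not match the cutcounts of M replicates 1 to 3 and GMC replicate 2, left 5 THSs that differ between the 5 states (18 with the deposited scaling), all 5 in the paper's list, and 6 at an unadjusted p under 0.0005 (424). It left 3 THSs higher in MMC and M (10824) and 0 higher in GMC and GC (10935), 2 between Proto and MMC (5), 1 between M and GMC (6970) and 1 between GMC and GC (5). The AtML1 THS had 1.67 (adjusted p = 1.00), the GC1 THS 1.19 (adjusted p = 0.985) and the ERECTA THS 0.77 (adjusted p = 0.798). Over all their alternatives the adjusted p ranged from 8.2e-14 to 1.00 for AtML1, from 1.8e-10 to 0.985 for GC1 and from 0.0077 to 1.00 for ERECTA.

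Loess normalization gave 30 THSs between the 5 states, 4741 higher in MMC and M, 5725 higher in GMC and GC, 10 between Proto and MMC, 2365 between M and GMC and 3 between GMC and GC. Of its calls, 3295 and 4431 were shared with those of the deposited scaling. The MUTE THS had 2.66 (adjusted p = 0.0778; range over its alternatives 1.6e-22 to 0.0913) and the ERECTA THS 0.22 (adjusted p = 0.267). The odds ratio of the E-box reversed to 0.939 (Fisher's exact test, p = 0.390), and that of the GATA site reversed to 1.08 (Fisher's exact test, p = 0.0675). At least 10 cutcounts in every library gave 1619 THSs between the 5 states, 666 at an unadjusted p under 0.0005, 301 of the paper's list, 6246 higher in GMC and GC and 3 between GMC and GC. Fewer THSs, 52023, were tested there.

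FRiP as a covariate left 94 THSs at an unadjusted p under 0.0005, 7 higher in MMC and M, 3 higher in GMC and GC and 5 between M and GMC. It gave 9 between Proto and MMC and 5 between MMC and M. The ERECTA THS had 0.35 (adjusted p = 0.536). The signal-to-noise of each library as a covariate, computed from the deposited values, left 72, 4, 1 and 4 THSs in the first 4 of these counts and 14 between Proto and MMC, and the ERECTA THS at 0.27 (adjusted p = 1.00). Cutcounts as a covariate left 2588 THSs between M and GMC. Correction for THS length left 6998 higher in MMC and M, 6622 higher in GMC and GC, 8 between Proto and MMC and 3788 between M and GMC, the MUTE THS at 2.68 (adjusted p = 0.0913) and the ERECTA THS at 0.39 (adjusted p = 0.0690). Correction for GC content left the ERECTA THS at 0.41 (adjusted p = 0.0551). Without trend and robust, limma gave 128 THSs at an unadjusted p under 0.0005, 5 between M and GMC, and the ERECTA THS at 0.49 (adjusted p = 0.0517). A pseudocount of 5 gave 199 THSs between the 5 states, 166 of them in the paper's list. With only the states compared in the fit, 76 THSs differed between GMC and GC.

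The replicate number as an added factor (replicate block) gave 3057 THSs between the 5 states, 961 at an unadjusted p under 0.0005, 422 of the paper's list, 10 between Proto and MMC and 402 between M and GMC, all 402 shared with the fit without it. Of its 9568 THSs higher in MMC and M and 8977 higher in GMC and GC, 9343 and 8800 were shared. The replicate numbers do not pair the libraries. After the state means were removed, the correlation across THSs of 30 pairs with the same number in different states ran from -0.222 to 0.402 with a median of 0.0195, and 9 exceeded 0.1.

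Leaving out each library in turn gave from 12 to 17272 THSs between the 5 states. Without M replicate 1, MMC replicate 2 or MMC replicate 3 the count was 17272, 9422 or 3593, and 449, 444 or 388 of the paper's list. Of that list 12 to 449 passed in the 16 fits. At an unadjusted p under 0.0005 the range was 125 to 5217. The 3 libraries just named gave 5217, 2861 and 1351, the fit without M replicate 4 gave 299, and the other 12 gave from 125 (without GMC replicate 1) to 274 (without Proto replicate 3). THSs higher in MMC and M ranged from 4748 to 16309 and those higher in GMC and GC from 5822 to 15304. The lower ends came without MMC replicate 3 and the upper ends without M replicate 1. Both counts also fell without M replicate 4 (6901 and 7141), GMC replicate 1 (5493 and 5993), GC replicate 1 (6452 and 6578) and GC replicate 2 (6283 and 7284).

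Between Proto and MMC the count ranged from 3 (without Proto replicate 1 or 2) to 698 (without MMC replicate 2), with 11 without M replicate 1 and 9 without M replicate 4. Between MMC and M it was 3 in all 16 fits. Between M and GMC it ranged from 4 to 25208. It was 7, 4 and 5 without M replicates 2, 3 and 4 and 4, 6 and 5 without GMC replicates 1, 2 and 3, but 25208 without M replicate 1, 15634 without MMC replicate 3 and 11181 without MMC replicate 2. Without a library of Proto or GC it lay between 3744 and 4478. Between GMC and GC it ranged from 3 to 5, with 3 without GMC replicate 2 or any library of GC. The ERECTA THS ranged from 0.41 to 0.53, and 8 of the 16 fits left it past an adjusted p of 0.05. The odds ratio of SPCH peaks was 26.7 without MMC replicate 3 and 24.5 without GC replicate 1. The difference in centred correlation over static THSs was 0.698 without M replicate 1 and 0.227 without M replicate 4.

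Without the 10 THSs with the largest values, the correlation between replicates was 0.902. In a window of 150 bp the GATA site had an odds ratio of 0.953 (Fisher's exact test, p = 0.0948), and the co-occurrence of both motifs over all THSs had 1.04 (Fisher's exact test, p = 0.625). The smaller window holds less sequence. The intergenic share was 28.3% when any overlap counted and 38.6% with protein-coding genes only. The upstream share was 38.4%, 22.7% with protein-coding genes only and 21.0% with gene bodies counted first.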

Differences from the paper's values

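Of the 261 dynamic THSs that Supplementary Table 3 gives higher values in MMC and M, 20.7% overlapped a listed SPCH peak and 18.4% a listed MUTE peak, against the paper's 86% and more than 70%. Of the 194 higher in GMC and GC, 0% and 2.06% did, against the paper's 4.78% and 12%. The peaks used are those of Supplementary Tables 4 and 5, whose titles name only peaks with bHLH and BBR/BPC motifs. The division by state values is not that of the paper's clusters, since 4 of the 9 late THSs that Supplementary Table 6 lists for SPCH and 4 of the 23 for MUTE are among the 261. No alternative for these shares had been set before the data were examined.

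For SPCH peaks the odds ratio of early against late THSs was 15.6, against the paper's about 4.1 in Fig. 2m, read by eye. Of the alternatives set before the data were examined, loess normalization gave 5.50, which lies within 1.5 times of the paper's value, and the others, from 11.8 to 43.6, did not close the gap. By its caption, the figure plots the log2 ratio of observed to expected dynamic THSs. The values taken from it are the odds ratios shown with the bars, not heights on that axis. The odds ratio here compares 10824 with 10935 THSs over the listed peaks alone, so the quantities may differ in kind. For MUTE peaks the odds ratio was 6.19, against the paper's about 3.5 in Fig. 2m, read by eye. Loess normalization (3.11) and the fits without MMC replicate 2 (5.13) and without M replicate 1 (5.13) came within 1.5 times of it, and the other alternatives set before the data were examined, from 5.73 to 10.7, did not. Comparison within groups of equal length and cutcounts, chosen after seeing the values, gave 4.50 for MUTE peaks, within 1.5 times of the paper's value, and 10.7 for SPCH peaks.

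The paper reports GATA motifs as enriched in the post-commitment cluster. The word WGATAR was less frequent in THSs higher in GMC and GC, with an odds ratio of 0.440, and of the alternatives run only loess normalization put it in the paper's direction, at 1.08. Within groups of equal length and cutcounts, chosen after seeing the values, it was 0.791.

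The paper describes the post-commitment cluster as less dynamic than the early one. On the log2 scale the dynamic THSs higher in GMC and GC had the larger median range, 1.52 against 1.14 for those higher in MMC and M. On the scale of scaled cutcounts they had the smaller, 47.0 against 118.

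The paper's list holds 455 dynamic THSs. Of these, 18 passed an adjusted p of 0.05 over all THSs and 246 an unadjusted p of 0.0005. At the adjusted threshold the list had 449 without M replicate 1, 444 without MMC replicate 2, 388 without MMC replicate 3, 422 with the replicate number as a factor and 301 with at least 10 cutcounts in every library, and 166 with a pseudocount of 5, which was chosen after seeing the values.

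The paper's yeast screen used highly ranked early THSs, and its methods name THS_64787 for that screen. Supplementary Table 7 writes THS_06487 instead. The log2 fold change of THS_64787 between MMC with M and GMC with GC was 0.18, and it is not in the paper's dynamic list.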

Other observations

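The tests of signal-to-noise within states, depth, GC content, THS length, a few THSs with much signal, the THSs that stayed called under loess normalization, the fragment ends, the cloned SPCH fragment, THS_21012 and RANGAP1 were chosen after the result they bear on was seen.

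Between MMC with M and GMC with GC, 21759 THSs differed. Several technical explanations for this pattern as a whole were argued against. With cutcounts of each library as a covariate 21321 THSs were called, after correction for GC content 19039 and after correction for THS length 13620. Weak sites raised by background stay open for part of the pattern. Loess normalization, which removes a trend with mean cutcount, lost 6504 of the 10935 THSs higher in GMC and GC. It left 4431 of them called, which argues against that trend as the whole cause. Of the 10824 THSs higher in MMC and M, which held more cutcounts, it left 3295 called. The loss was therefore not confined to weak sites. A few THSs taking much of the signal would scale all other THSs of a library by a single factor. The early-minus-late index fell with the share of cutcounts on the 10 THSs with the most cutcounts (r = -0.944 within MMC and M). That relation cannot decide, because a single factor nearly cancels in the index. Such a factor would also move all THSs of a library the same way. However, 10824 were higher in MMC and M and 10935 in GMC and GC, which argues against it as the whole cause. A difference in the share of reads in peaks also stays open. With FRiP as a covariate 10 THSs were called, and with the signal-to-noise of each library 5. Of these, 6 and 4 lie in the promoters used for INTACT. FRiP differs between the states, so a covariate also removes signal that belongs to them, and a difference between the states in accessibility itself stays open and was not tested apart from FRiP. Within each state, the difference between the replicates with the highest and the lowest FRiP correlated, across THSs outside the INTACT promoters, with the difference between MMC with M and GMC with GC in the other states. That correlation was 0.136 in Proto, 0.745 in MMC, 0.810 in M, 0.338 in GMC and 0.267 in GC, and THSs are not independent replicates. A candidate explanation is therefore that part of the early and late difference follows the signal-to-noise of the libraries.

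The early-minus-late index of the libraries was set against 3 measures over 3 sets of libraries, so 9 relations were computed. It correlated with FRiP within the 7 libraries of MMC and M (Pearson's r = 0.890, exact permutation p = 0.0101, adjusted p = 0.0152; Spearman's rho = 0.893, exact permutation p = 0.0123). Without the 2 libraries farthest from the median FRiP r was 0.558, so the relation leans on them. Within the 9 libraries of GMC, GC and Proto it was r = 0.904 (exact permutation p = 1.2e-04, adjusted p = 3.6e-04; rho = 0.933, exact permutation p = 7.5e-04) and 0.911 without the 2 farthest. With cutcounts r was 0.241 within the 7 (exact permutation p = 0.638, adjusted p = 0.638; rho = -0.036) and 0.710 within the 9 (exact permutation p = 0.0356, adjusted p = 0.0458; rho = 0.767, exact permutation p = 0.0214), and 0.425 without the 2 farthest of the 9. With the share of cutcounts on the 10 THSs with the most cutcounts it was -0.944 within the 7 (exact permutation p = 0.0026, adjusted p = 0.0048; rho = -0.857, exact permutation p = 0.0238) and -0.872 within the 9 (exact permutation p = 0.0026, adjusted p = 0.0048; rho = -0.733, exact permutation p = 0.0311). These relations were computed after the data were seen and do not separate FRiP from the share of the 10 THSs. They also compare libraries whose index rests on different sets of THSs. Proto, GMC and GC differ in mean FRiP (0.340, 0.275 and 0.301) and in mean index (1.71, 0.803 and 1.14). The values over the 9 libraries therefore also hold the difference between these states.

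Other splits of the libraries into groups of the same sizes were fitted in the same way. For the test of 5 states, 5 of 100 splits gave at least 18 THSs, the real one included, and the largest other gave 11701. For MMC and M against GMC and GC, 1 of 100 splits, the real one, gave 21759 THSs, and the largest other gave 21470. That split set MMC replicates 1 and 3, all 4 M libraries and GMC replicate 3 against MMC replicate 2, GMC replicates 1 and 2 and the GC libraries, so 6 of its 7 libraries on the first side were from MMC or M. Of 35 splits of the MMC and M libraries, 7 gave at least 3 THSs. The largest, 16812, set MMC replicates 1 and 2 and M replicate 1 against the others. Of 35 splits of the M and GMC libraries, 2 gave at least 6970 THSs. The other one gave 28202 and set M replicates 2 to 4 against M replicate 1 with GMC. For Proto against MMC and for GMC against GC, 1 of 10 splits, the real one, gave 5 THSs, and 10 splits cannot give a share under 0.1.

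All 10 raised THSs of the INTACT promoters may owe their rise in part to the extra copies of the promoter in the INTACT transgene, whose reads map to the same place. Outside the promoters, 0 of the 3 THSs in the bodies of driver genes were higher in the line of their own gene (-0.22 to 0.17). The raised THSs had a median length of 785.5 bp, the 98.6th percentile of all THSs, and 0% of 10000 random sets of as many THSs had a median as long. The THS nearest to the start codon ended 6 bp upstream of it for SPCH, 35 for MUTE, 25 for FAMA, 2 for GC1 and 274 for AtML1, where it was not raised. The median was 25 bp, and 7.34% of 22369 protein-coding genes have a THS edge as close upstream. The binomial probability that 3 or more of 5 genes do is 0.0035. The raised THSs of AtML1 ended at least 1693 bp upstream of its start codon, so the ends speak for the other 4 promoters alone. The cloning primers of Supplementary Table 8 place the SPCH fragment on chromosome 5 from 21588946 to 21591933. The 2 THSs inside it rose in MMC by 3.85 and 3.58, and 0 of the 6 nearest THSs outside it did (-0.16 to 0.29). Opening of the endogenous promoters in their own cell state stays open as well and was not tested apart from the transgene.

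THS_21012, on chromosome 2 from 9699869 to 9700106, which spans the start of AT2G22795, had a mean of 16.9 scaled cutcounts in GMC (n = 3) and of 190 to 267 in the other states, a log2 fold change of -3.73 (adjusted p = 6.7e-08, limma with Benjamini-Hochberg adjustment). Loss of a longer stretch of chromosome in the GMC line was argued against, as 0 of the 6 neighbouring THSs were lower in GMC at an adjusted p under 0.05 (-0.64 to 0.63). A loss confined to the site and a difference in accessibility stay open, untested.

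THS_40397, on chromosome 3 from 23325088 to 23325462 in the coding sequence of RANGAP1 (AT3G63130), had means of 176 scaled cutcounts in Proto, 596 in MMC, 397 in M, 676 in GMC and 364 in GC. Its log2 fold change in Proto was -1.43 (standard error 0.26, adjusted p = 0.051, limma), which did not pass. It is in the paper's list of dynamic THSs. Primers of Supplementary Table 8 for the nuclear tag match inside this THS, at 23325213 to 23325232, 23325301 to 23325320 and 23325115 to 23325134. The values may reflect copies of the coding sequence of RANGAP1 in the nuclear tag transgene, as THS_40396 upstream of that coding part differed by 0.048 in Proto. A difference in accessibility between the states stays open, untested.

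The reads of Supplementary Table 1 times its FRiP came to 1.05 to 1.09 times the cutcounts in 12 libraries. The ratio was 0.159 for M replicate 1, 0.770 for M replicate 2, 2.82 for M replicate 3 and 0.484 for GMC replicate 2. The deposited M replicate 1 with the table's M replicate 2 gave 1.07, and the deposited M replicate 2 with the table's M replicate 3 gave 1.06. The deposited M replicate 3 with the table's M replicate 1 gave 0.307. Values that use FRiP, and those scaled by the listed reads, hold under the assumption that the numbers match, and the signal-to-noise covariate does not use the table.

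In 34 tests for a library far from the others among the 4 M libraries, 0 were found, where 1.7 would be expected by chance. These tests do not rule out an influential library. Leaving out M replicate 1 raised the count between M and GMC from 6970 to 25208.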
